# Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes

**DOI:** 10.1186/s12989-014-0046-4

**Published:** 2014-09-30

**Authors:** Justin G Teeguarden, Vladimir B Mikheev, Kevin R Minard, William C Forsythe, Wei Wang, Gaurav Sharma, Norman Karin, Susan C Tilton, Katrina M Waters, Bahman Asgharian, Owen R Price, Joel G Pounds, Brian D Thrall

**Keywords:** Magnetic particle detection, Nano-aerosol, In vivo testing, Lung deposition, Nanoparticle, Dosimetry, Extrapolation

## Abstract

**Background:**

Toxicity testing the rapidly growing number of nanomaterials requires large scale use of in vitro systems under the presumption that these systems are sufficiently predictive or descriptive of responses in in vivo systems for effective use in hazard ranking. We hypothesized that improved relationships between in vitro and in vivo models of experimental toxicology for nanomaterials would result from placing response data in vitro and in vivo on the same dose scale, the amount of material associated with cells.

**Methods:**

Balb/c mice were exposed nose-only to an aerosol (68.6 nm CMD, 19.9 mg/m^3^, 4 hours) generated from of 12.8 nm superparamagnetic iron oxide particles (SPIO). Target cell doses were calculated, histological evaluations conducted, and biomarkers of response were identified by global transcriptomics. Representative murine epithelial and macrophage cell types were exposed in vitro to the same material in liquid suspension for four hours and levels of nanoparticle regulated cytokine transcripts identified in vivo were quantified as a function of measured nanoparticle cellular dose.

**Results:**

Target tissue doses of 0.009-0.4 μg SPIO/cm^2^ in lung led to an inflammatory response in the alveolar region characterized by interstitial inflammation and macrophage infiltration. In vitro, higher target tissue doses of ~1.2-4 μg SPIO/ cm^2^ of cells were required to induce transcriptional regulation of markers of inflammation, CXCL2 & CCL3, in C10 lung epithelial cells. Estimated in vivo macrophage SPIO nanoparticle doses ranged from 1-100 pg/cell, and induction of inflammatory markers was observed in vitro in macrophages at doses of 8-35 pg/cell.

**Conclusions:**

Application of target tissue dosimetry revealed good correspondence between target cell doses triggering inflammatory processes in vitro and in vivo in the alveolar macrophage population, but not in the epithelial cells of the alveolar region. These findings demonstrate the potential for target tissue dosimetry to enable the more quantitative comparison of in vitro and in vivo systems and advance their use for hazard assessment and extrapolation to humans. The mildly inflammogentic cellular doses experienced by mice were similar to those calculated for humans exposed to the same material at the existing permissible exposure limit of 10 mg/m^3^ iron oxide (as Fe).

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12989-014-0046-4) contains supplementary material, which is available to authorized users.

## Background

The field of in vitro toxicology continues its long and consistent evolution from an exploratory platform used principally for mechanistic studies to one suited for meeting multiple emerging and rapidly growing toxicity testing needs. There are growing scientific and regulatory dependencies on the ability of these systems to sufficiently recapitulate the biology of full organisms so they can be used effectively as tools not only for classification of compounds by mode of action, but for more quantitative applications such as hazard ranking and risk assessment [1]. The U.S. EPA and the National Toxicology Program [2] have established large, inter- and intra—agency collaborative research programs to pioneer in vitro based ranking and risk assessment methodologies. These efforts initially focused on organic and inorganic chemicals to leverage the decades of toxicological testing experience with these materials and the large amount of information available on mode of action, biomarkers, structure activity relationships, in vivo and epidemiological data. Nanomaterials, with unique physical, chemical and biological properties but a very limited toxicological data base, now face the need for similar testing [3].

Nanomaterials comprise an immense class of particles with medical, environmental and commercially important properties not found in the elements or bulk materials they are composed of. Their small size (traditionally ≤ 100 nm in at least one dimension) impart unique physicochemical, conductive, catalytic and biological properties, among others [4]. Market research predicts a global market of one trillion dollars a year [5], and an almost limitless member class can be expected given the multiple characteristics that create unique materials (e.g. size, shape, composition, crystallinity, etc). By public health standards, nanomaterials are toxicologically new, representing a largely understudied group of materials. Testing of the scale required to address the public heath aspects of nanomaterial production and use is universally understood to rely heavily on cost-effective in vitro systems. Proof of the suitability of in vitro systems for predicting in vivo responses will be obligatory when quantitative predictions from these systems, for example in hazard screening and dose-incidence data, are primary objectives.

Sayes et al. were the first to attempt coordinated in vitro and in vivo studies on nanoparticles to explore the correlation between findings in these two test systems. Inflammatory responses to crystalline and amorphous silica and zinc oxide nanoparticles in male rats exposed by intratracheal instillation (IT) to 1 or 5 mg/kg were compared to those from rat macrophages and epithelial cells exposed in vitro to nanoparticle concentrations of 0.0052-520 μg/cm^2^ [6]. Neither this study nor the follow-on study by the same authors [7] focusing on C60 fullerenes, found correlations between in vitro and in vivo responses to nanoparticles. Considering the earlier work by Seagrave et al. [8], which reported no correspondence between in vitro and in vivo toxicity of diesel exhaust particulates and soluble extracts, in vitro systems, as they are currently used, have considerable limitations for assessment of in vivo toxicity of particulates.

The Sayes and Seagrove studies used the conventional approach of comparing response data incidence in each system to particle exposure; liquid concentrations or air concentration in vitro, and total dose (mass, or mass/kg) for the IT or inhalation studies. Without a common measure of the amount of nanoparticles (or diesel particulates) in contact with the cells—target cell dose—in each, the magnitude of response cannot be accurately placed on the dose axis for purposes of comparing toxicities. This particular limitation, common to nanotoxicity testing, is likely to be a major factor contributing to the low rates of correspondence between in vitro and in vivo responses to these materials and a barrier to deeper understanding the root causes. Biological responses to nanoparticles in vitro may correlate well to the corresponding effects in vivo, but with dose-dependencies in the nature of the effects (mode of action), the magnitude of effects, the timing of the effects and the potential saturation of key processes, these relationships are obscured when nominal exposures (μg/ml) are used as a dose-metric. It is plausible that broader implementation of the target tissue dosimetry paradigm common to the field of chemical risk assessment will improve correlations and help advance the use of in vitro systems to predict nanomaterial hazard and risk.

We hypothesized that improved relationships between in vitro and in vivo models of experimental toxicology for nanomaterials would result from placing response data in vitro and in vivo on the same dose scale, the amount of material associated with cells (target cell dose). The objective of the work was to test this hypothesis in the Balb/c mouse, a common test animal, by conducting coordinated in vitro and in vivo inhalation toxicity studies using cell types representing the mouse target tissue, in this case the lung. Superparamagnetic iron oxide (SPIO) nanoparticles were selected as a proxy for low-solubility metal oxides, as well as for their commercial and medical importance [9,10], and the availability of a novel analytical platform that allows rapid, quantification of cellular levels of SPIO nanoparticles [11]. To our knowledge, this is the first study that directly tests the comparability of in vitro and in vitro responses to a nanomaterial by anchoring response data to target cell dosimetry.

## Results

### SPIO nanoparticle characterization

#### As produced particles

TEM images of the synthesized Fe_3_O_4_ nanoparticles are shown in Additional file 1. The average size of the nanoparticles was 12.8 nm by SEM analysis (Additional file 1). High-resolution TEM analysis confirmed the SPIO particles had the crystal structure of magnetite (Additional file 1). Because of their small size, the Fe_3_O_4_ nanoparticles were superparamagnetic. Surface modification with COO^−^ groups doubled the zeta potential to -41 mV and improved their dispersity in water (Additional file 2). Given a density of 5.2 grams/cm^3^, a picogram of SPIO particles would contain 154,015 primary 13 nm diameter particles with a surface area of 8.87 × 10^−7^ cm^2^.

#### In vivo particle exposure characteristics

SPIO nanoparticle aerosol concentrations were uniformly distributed across the exposure carousel with little variation between (3.1% relative standard deviation (RSD)) and within (3.3% RSD) the carousel tiers (Additional file 3). Measured each hour (Scanning mobility particle sizer (SPMS), gravimetric filter analysis and nano micro-orifice uniform-deposit impactor (MOUDI)), SPIO nanoparticle aerosol concentrations were also stable and consistent across the full duration of the four hour inhalation experiment. The average particle number concentration measured by SMPS was 11 × 10^6^ particles/cm^3^, with an RSD of 20.7% across the four measurement periods. The average mass concentration collected on the filter was 19.9 mg/m^3^ (19.9 ng/cm^3^) with an RSD of 11.1% across the four measurement periods (Additional file 3). Particle size distributions were determined concomitantly with aerosol concentration measurements using SMPS count median diameter (CMD). MOUDI mass median diameter (MMD) data were also collected and then compared with SMPS (MMD) data. Particle size was stable with minimal variation through the duration of exposure period (Additional file 3). The average CMD was 68.6 nm (mean GSD 1.6). Particle MMD (MOUDI impactor) was 207 nm (GSD, 2.5) comparing well to particle MMD obtained from SMPS data (calculated from CMD at particle density 5 g/cm^3^), which was 171 nm (GSD, 1.8) (Figure 1). The SMPS upper size limit was restricted by ~1 μm whereas MOUDI upper range reaches ~10 μm. SEM imaging of MOUDI Stage #7(effective cut-off diameter of 233 nm), shows an accumulation of approximately 100 nm agglomerates of the 12.8 nm SPIO particles (Figure 1).

**Figure 1:**
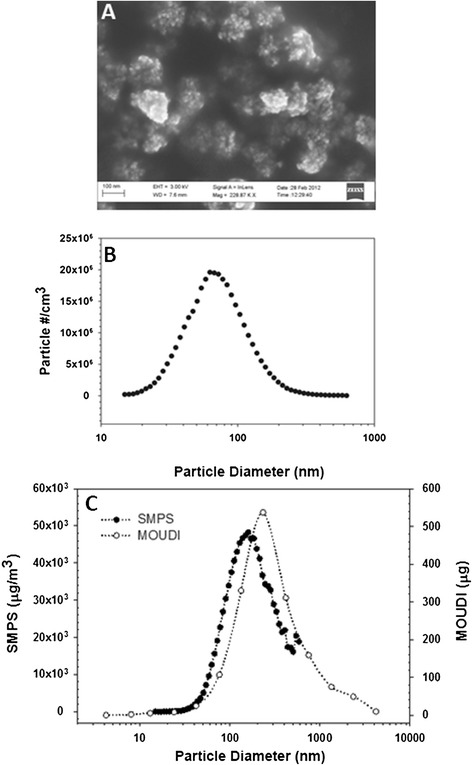
**Particle size distributions. A)** SEM image of SPIO nanoparticle agglomerates taken from MOUDI stage #7 (ECD = 233 nm); **B)** SMPS particle size distribution used to determine the CMD; **C)** Mass-based particle size distribution measured using nano-MOUDI (μg) and derived from SMPS (μg/m^3^). The MMD was 207 nm measured by nano-MOUDI and 171 nm when derived from SMPS data using a particle density of 5 g/cm^3^.

Mice were exposed to 19.9 mg/m^3^ of SPIO nanoparticles for 4 hours. The Occupational Safety and Health Association (OSHA) Permissible Exposure Limit (PEL) for iron oxide particles is 10 mg/m^3^ (as Fe), or 14 mg/m^3^ as Fe_2_O_3_. Our time weighted average (TWA) external exposure in mice was 4 hr × 19.9 mg/m^3^ (80 mg*hr/m^3^), while the PEL would allow 8 hr × 14 mg/m^3^ (112 mg*hr/m^3^). These comparisons do not address the role of particle clearance in the two species.

### Mouse respiratory physiology during SPIO exposures

Relative humidity and temperature at the nose port were nearly constant throughout the study. Average nose-port temperature for the sham (control) unit was 23.4°C (SD = 0.2) and average RH was 40% (SD = 1). Average nose-port temperature for the SPIO nanoparticle exposed unit was 24.3°C (SD = 0.1) and average RH was 46% (SD = 5). The tidal volume (TV, Additional file 4), respiratory rate (RR, Additional file 5), and minute ventilation (MV, Additional file 6) were measured for both control and SPIO nanoparticle exposed groups of animals, with minimal differences in the parameters. For the SPIO nanoparticle exposed group, the RR, TV, and MV were 371 (SD 29) breaths/min, 0.24 (SD 0.02) ml/breath and 77 (SD 8) ml/minute, respectively.

### SPIO Nanoparticle lung deposition, regional dosimetry and clearance

Total inhaled mass calculated from the minute volume, exposure duration, and the gravimetrically measured aerosol mass concentration was 365 μg. Total SPIO nanoparticle mass deposited at the termination of exposure was 14.5 μg (SD 2.6) as measured by magnetic particle detection (Figure 2). The largest fraction of SPIO nanoparticle mass, 62%, was predicted to deposit in the alveolar region (Generations 16-22), followed by the bronchiolar region (34%, generations 3-15), and the trachea/main bronchus (2.8%, generations 1 and 2) (Figure 3). MPPD predicted target tissue doses ranged from 0.003 to 2.2 μg/cm^2^ lung tissue surface area. Target tissue doses were similar throughout the generations comprising the bronchiolar region, near 1 μg/cm^2^ lung tissue surface area (Figure 3). Regional target tissue doses fell considerably in the high surface areas of the alveolar region, from 0.13 in generation 16 to 0.003 μg/cm^2^ lung tissue surface area in generation 22 (Figure 3). Macrophage associated doses calculated by dividing the deposited mass in each alveolar region by the number of present macrophages in the region ranged from 4-100 pg/cell. The influence of assuming 100% uptake by macrophages is addressed in the discussion section.

**Figure 2:**
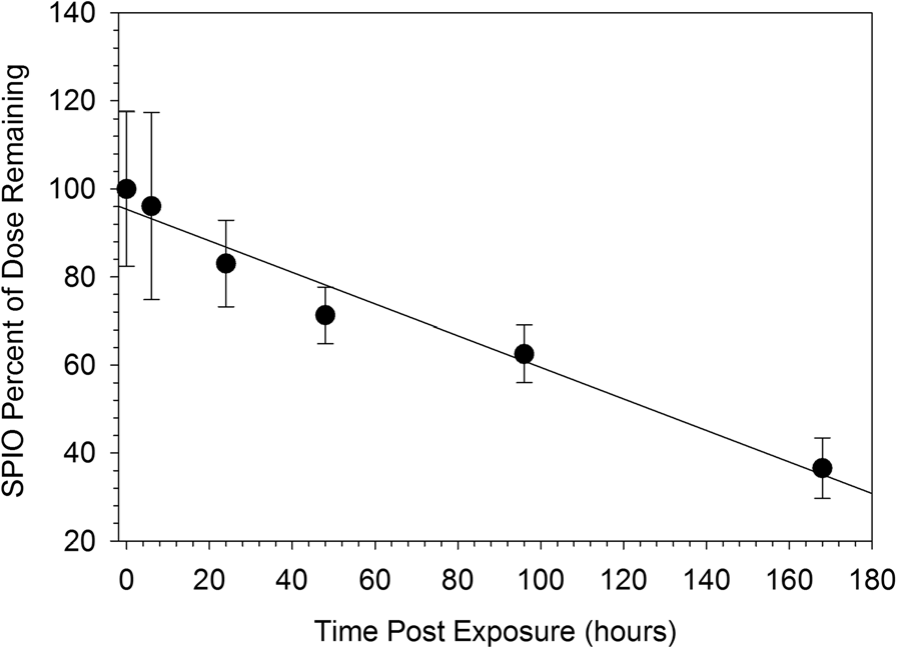
**Total deposited dose and clearance of SPIO nanoparticles from the lungs of Balb/c mice over a one week post exposure period.** Clearance was linear, with a single phase, corresponding to a rate of ~8.6% of deposited dose per day or 0.05 μg/hour.

**Figure 3:**
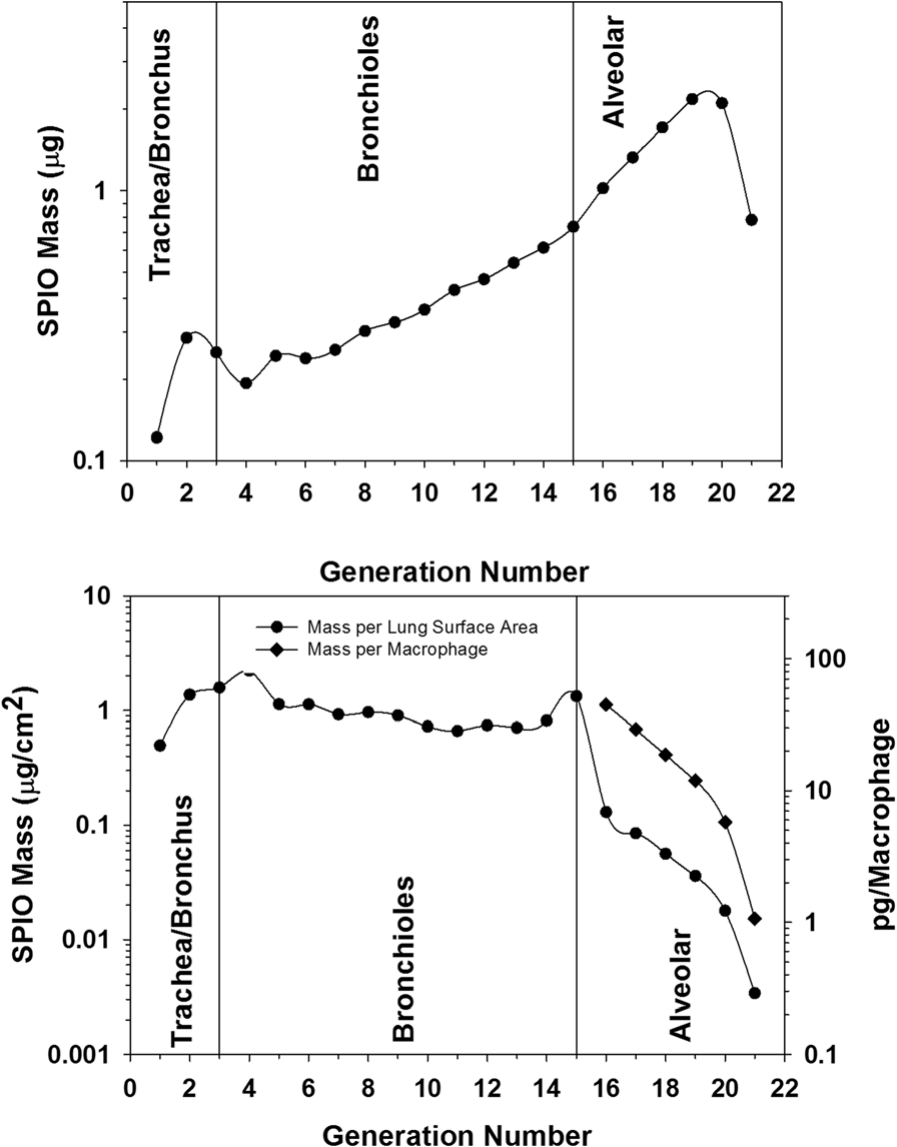
**SPIO nanoparticle mass deposited in each region of the lung (top) and regional dosimetry (bottom panel) calculated with the Balb/c specific version of MPPD.** Target cell doses are presented in units of mass per surface area of cells for all airways, and as pg/macrophage for the alveolar region only to correspond to experimental in vitro dose-response data. Given a density of 5.2 grams/cm^3^, a picogram of SPIO particles would contain 154,015 primary 13 nm diameter particles with a surface area of 8.87 × 10^−7^ cm^2^.

The net clearance of particles from the lung was monitored over a 168 hour post exposure period (Figure 2). Clearance of particles by degradation, dissolution, or transport out of the lung are all monitored by the magnetic particle detection (MPD) method used to measure tissue mass of SPIO nanoparticles, which is sensitive only to particles, not iron oxide ions. Clearance was linear with a single phase over the 168 hour post exposure period. The absolute clearance rate was 0.05 μg/hour (Figure 2). Normalized to deposited dose, the clearance rate was 8.6% /day.

### Lung response to inhaled SPIO

#### Histopathology

Representative micrographs taken from H&E stained histological sections are shown in Figure 4, and results of the histopathology analysis for the individual animals is summarized in Table 1. Overall, the moderate level exposure used in this study resulted in microscopic lesions within the lung characterized by minimal to mild macrophage infiltration and interstitial inflammation. In all nanoparticle exposed animals, increased numbers of diffusely scattered macrophages were observed within alveoli, along with clusters of macrophages near alveolar ducts, terminal bronchioles and within the primary bronchus. Alveolar macrophages were also observed in some animals within the control exposure group. However, the extent of alveolar involvement was greater in exposed animals compared to controls, and macrophages observed in nanoparticle-exposed animals differed significantly in appearance from the control groups, showing dark brown staining of foreign granular material, presumed to be test SPIO nanoparticles. Alveolar macrophage infiltration in exposed animals was most prominent at 48 hour following exposure, and evidence of mild interstitial mixed inflammation was also observed in some exposed mice at the 48 – 168 hour time points.

**Figure 4:**
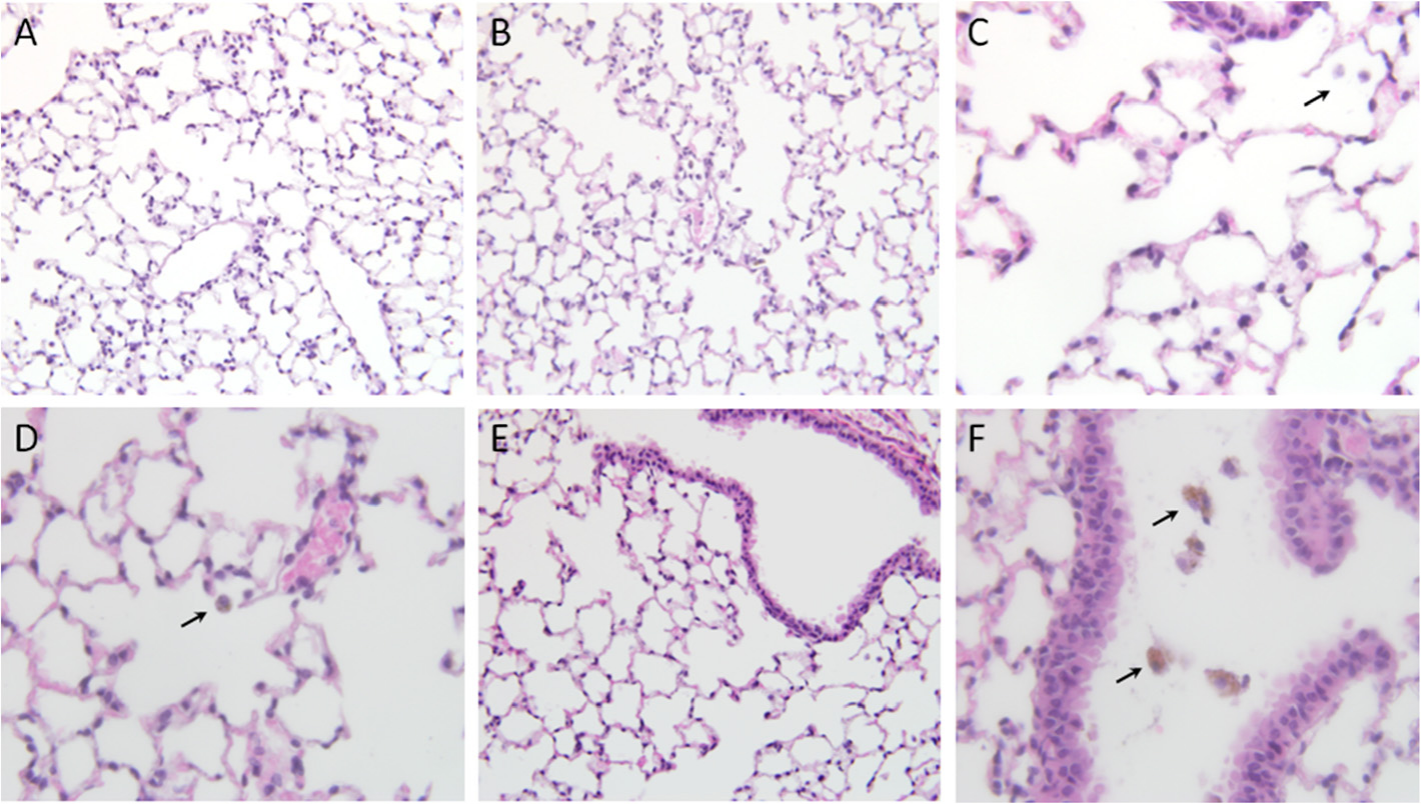
**Representative lung histological sections from control and nanoparticle-exposed mice.** Examples of H&E stained sections obtained from control **(A,C,E)** or nanoparticle-exposed mice **(B,D,F)** at 48 hrs post-inhalation exposure. Arrows highlight the darker brown staining reflecting greatly increased nanoparticle burden observed in alveolar macrophages in treated groups compared to controls. The increase in nanoparticle-laden macrophages observed within the primary bronchus of exposed animals is also highlighted in panel **F**. (Panels **A**, **B**, **E** and **F**: 200×; Panels **C**, **D**: 400×).

**Table 1:** **Summary of microscopic lung lesions**

**Sham control**	**Time post exposure (hr)**					
	**0**	**6**	**24**	**48**	**96**	**168**
**Lung, number examined**	**5**	**5**	**5**	**5**	**5**	**5**
Infiltrate Cellular, Macrophage	1^a^ (1.0)^b^	2 (1.5)	3 (1.3)	1 (1.0)	2 (1.0)	5 (1.0)
Foreign Body (intracellular)	0	0	0	0	0	0
Mixed Inflammation, Interstitium	0	0	0	0	0	1 (1.0)
**Nano-particle exposed**						
**Lung, number examined**	**5**	**5**	**5**	**5**	**5**	**4**
Infiltrate Cellular, Macrophage	5 (1.0)	5 (1.2)	5 (1.0)	5 (2.0)	5 (1.0)	4 (1.0)
Foreign Body (intracellular)	5 (1.0)	5 (1.0)	5 (1.0)	5 (1.0)	5 (1.0)	4 (1.0)
Mixed Inflammation, Interstitium	0	0	0	2 (1.0)	2 (1.0)	1 (1.0)

^a^Number diagnosed.

^b^Average severity grade in parenthesis (1 = minimal, 2 = mild).

#### Gene transcription profiling

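Gene expression was measured in the right diaphragmatic lobe of the lung of 60 male Balb/c mice, with 1 array per mouse. Exposed mice had inhaled SPIO nanoparticles (superparamagnetic iron oxide) at 19.9 mg/m3 for 4 h, and sham controls had breathed the humidified helium and oxygen mixture without particles. Lungs were taken from 5 exposed mice and 5 sham controls at 0, 6, 24, 48, 96 and 168 h after the exposure, which gave 12 groups. Mice of the 96 h groups had also been studied by plethysmography, and those of the 168 h groups had been kept in metabolism cages on a liquid diet. The paper's text does not name the exposure day, the time of day at which each lung was taken, or the hybridization batch. The arrays were Affymetrix mouse genome arrays, and the authors deposited log2 values made by RMA, a method that corrects the background, quantile normalizes the arrays and summarises the probes of each probe set. Across arrays the median log2 value ran from 5.53 to 5.64 and the interquartile range from 3.7 to 4.18, and the number of arrays limits the precision. Of 45037 probe sets left without the 64 controls, 34945 had 1 gene symbol in the platform's annotation, 932 had several and 9160 had none. The probe set with the highest mean stood for each gene, which left 18193 genes. SPIO nanoparticle exposed mice were compared with their time-matched sham controls by limma in 1 fit over the 12 groups (48 residual degrees of freedom), with Benjamini-Hochberg adjustment over all genes and no fold minimum. Lists of genes for pathways and cell types, 44 in number, and the rule for the genes named in the text were set before the data were examined, and the lists were tested by camera with a preset correlation of 0.01. With an estimated correlation, camera kept 1 of its calls over all lists and times, that of the chemokines at 6 h. Single genes were also compared by a two-sided exact permutation test over all ways to divide 10 mice into 5 and 5, whose smallest p is 0.0079. Array 1 of the sham controls at 0 h stood apart, with a log2 value of 14.02 for Alb, the plasma protein made by hepatocytes (5.27 to 11.35 in the other 59 arrays), and of 11.94 for Xist, a transcript of female cells (5.16 to 6.02 in the others). Array 3 of the exposed mice at 24 h had a mean log2 value of 5.6 over the Y-linked genes (6.77 to 7.97 in the other 59 arrays) with Xist at 5.38.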

In order to identify the molecular impact of the SPIO nanoparticles on the lung tissue, we performed whole genome microarray profiling and biological pathway analysis. 

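At the end of the exposure, 465 genes were higher and 202 lower in the lungs of SPIO nanoparticle exposed mice than in those of the sham controls, 667 of the 18193 genes tested (limma, adjusted p under 0.05, n = 5 mice per group). Hmox1, which encodes heme oxygenase 1, the enzyme that frees iron from heme, rose by a log2 fold change of 1.55 (standard error 0.18, adjusted p = 2.2e-07). Ccl12, a chemokine that attracts monocytes, rose by 1.67 (standard error 0.34, adjusted p = 0.0032) and Ccn5, a secreted matricellular protein, by 1.45 (standard error 0.31, adjusted p = 0.004). Among the genes that fell were Klhl29 with a log2 fold change of -1.28 (adjusted p = 0.0069), Fkbp14, a prolyl isomerase of the endoplasmic reticulum, with -1.05 (adjusted p = 0.0062), and Coq10b, a coenzyme Q binding protein of mitochondria, with -0.84 (adjusted p = 0.00012). Heat shock genes were lower as a group: 6 of 15 fell (9 when adjusted over the list alone), among them the chaperone Hspa1a with a log2 fold change of -2.49 (adjusted p = 0.004) and its partner Dnajb1 with -1.16 (adjusted p = 0.00097). The size of these changes depended on array 1 of the sham controls, without which they were -3.25 and -1.44. The camera test gave an adjusted p of 3.1e-13 for the list, and adjusted p = 0.1 with an estimated correlation. Relative to the other 25 arrays of their arm, the mean of the heat shock genes was at 0.36 in the 0 h sham controls (permutation test, p = 0.28) and 0.12 in the 0 h exposed mice (p = 0.52). Of 19 circadian clock genes, 6 fell, 2 rose and 11 did not pass (10 fell and 2 rose when adjusted over the list alone). Ciart, a repressor of the clock, was at -0.8 (adjusted p = 0.0024). For this list camera gave an adjusted p of 4e-06, and adjusted p = 0.088 with an estimated correlation. Of 22 genes of the NRF2 and glutathione response, 2 rose, Hmox1 among them (3 when adjusted over the list alone), and the list as a whole did not shift (camera adjusted p = 0.15, and adjusted p = 0.73 with an estimated correlation). Iron handling genes went both ways, with Hmox1 higher and Tfrc, the transferrin receptor that brings iron into cells, lower by a log2 fold change of -0.62 (standard error 0.12, adjusted p = 0.0013) among the 23 measured (1 and 1 when adjusted over the list alone, camera adjusted p = 0.51, and adjusted p = 0.76 with an estimated correlation). For markers of tissues beside the lung, camera called a shift with the preset correlation but not with an estimated one. The median log2 fold change was -0.98 over 29 cardiac muscle markers (camera adjusted p = 0.00042, and adjusted p = 0.73 with an estimated correlation), -0.48 over 25 skeletal muscle markers (2.3e-06, and adjusted p = 0.33 with an estimated correlation) and -0.4 over 15 adipose markers (0.00042, and adjusted p = 0.48 with an estimated correlation), although 0 of these genes passed limma's adjusted p, against 1, 10 and 5 at an unadjusted p under 0.05 and 0, 0 and 2 when adjusted over the list alone. Without array 1 of the sham controls the medians were -0.78, -0.02 and 0.04, with camera adjusted p values of 0.014, 0.55 and 0.18 and the test's direction lower in each. The 14 markers of the mesothelium, which covers the lung, went the other way at 0 h, with a median of 0.46, and were at -0.61 at 6 h (camera adjusted p = 0.011 and 1.3e-06, and adjusted p = 0.68 and adjusted p = 0.8 with an estimated correlation), although 0 passed limma's adjusted p at either time, against 3 and 4 at an unadjusted p under 0.05 and 1 and 0 when adjusted over the list alone; at 0 h without array 1 of the sham controls the median was 0.35 (camera adjusted p = 0.088). Leaving out that array gave 782 changed genes, 475 higher and 307 lower, of which 549 were among the 667. In 774 genes (4.25%) the 5 exposed mice and the 5 sham controls did not overlap, where chance gives 0.79%, and 376 of these were among the changed genes. The count of changed genes was 138 when the 10 arrays of 0 h were fitted alone, where Hspa1a, Dnajb1 and Ciart had adjusted p values of 0.17, 0.087 and 0.059, and 1184 when all probe sets were tested. It was 290 without array 5 and 342 without array 3 of the exposed mice, and 342 without array 3 and 389 without array 4 of the sham controls.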

We identified 815 genes that were significantly changed in SPIO nanoparticle exposed mice at the end of the 4 hr exposure period (0 hour time point) compared to sham (air exposed) controls (Raw and normalized Affymetrix data files are available online through Gene Expression Omnibus accession GSE51417 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51417). Hierarchical clustering of these data demonstrates a strong transcriptional response that persists through 6 hour post exposure and gradually declines over the next 7 days (Figure 5A). 

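At 24 h genes of cell division and of monocytes were higher and heat shock genes lower in SPIO nanoparticle exposed mice than in their sham controls, and at 48 h genes of cell division were higher and heat shock genes lower. Of 29 cell cycle genes, 18 were higher at 24 h and 19 at 48 h (22 and 24 when adjusted over the list alone), with camera adjusted p values of 1.1e-06 and 8e-09 (adjusted p = 0.79 and adjusted p = 0.73 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, had log2 fold changes of 1.28 at 24 h (standard error 0.21, adjusted p = 2.7e-05 from limma) and 1.07 at 48 h (standard error 0.21, adjusted p = 0.00052), and Mcm5, of the replicative helicase, had 0.78 at 24 h (adjusted p = 2.6e-05). Monocyte markers were higher at 24 h in 9 of 14 (10 when adjusted over the list alone, camera adjusted p = 0.012, and adjusted p = 0.43 with an estimated correlation), among them Ifitm6 with a log2 fold change of 2.46 (adjusted p = 0.00026) and F13a1 with 1.65 (adjusted p = 0.00037). Heat shock genes fell in 13 of 15 at 24 h and 12 of 15 at 48 h (14 and 12 when adjusted over the list alone), with camera adjusted p values of 7.9e-18 and 1e-16 (adjusted p = 0.071 and adjusted p = 0.087 with an estimated correlation). The chaperone Hspa1b had log2 fold changes of -3.51 at 24 h (standard error 0.53, adjusted p = 9.4e-06 from limma) and -3.3 at 48 h (standard error 0.53, adjusted p = 4.3e-05), but 1.52 at 6 h (standard error 0.53, adjusted p = 0.16). At 6 h the median of the heat shock genes was 0.24 (camera adjusted p = 0.18, and adjusted p = 0.93 with an estimated correlation); 0 of the 15 passed limma's adjusted p over all genes, 6 were higher and 1 lower when adjusted over the list alone, and 7 had an unadjusted p under 0.05. At 24 h the mean log2 value of the cell cycle genes was -0.53 relative to the other 25 sham arrays (permutation test, p = 0.0047), against -0.04 in the exposed mice relative to the other 25 arrays of theirs (p = 0.77); at 48 h these differences were -0.25 (p = 0.21) and 0.18 (p = 0.21). Monocyte markers at 24 h were at -0.49 in the sham controls (permutation test, p = 0.0043) and 0.2 in the exposed mice (p = 0.18), and heat shock genes at 1.11 (p = 0.00031) and 0.45 (p = 0.014), with 0.44 (p = 0.18) and -0.08 (p = 0.69) at 48 h. Relative to the 0 h and 6 h arrays of their arm alone, a comparison chosen after the values were seen, the cell cycle genes were at 0.25 in the 24 h exposed mice (permutation test, p = 0.018) and -0.39 in the 24 h sham controls (p = 0.0083), and at 0.43 (p = 0.00061) and -0.14 (p = 0.28) at 48 h; monocyte markers at 24 h were at 0.46 (p = 0.0083) and -0.24 (p = 0.12). Against the mean of the other 5 groups of the same arm, 5229 genes differed in the 24 h sham controls and 23 in the 24 h exposed mice (limma, adjusted p under 0.05), and 975 and 17 at 48 h. At 0 h these numbers were 1822 and 546, at 6 h 1396 and 799, at 96 h 195 and 103, and at 168 h 961 and 32, so that the sham controls had more at each time and the most at 24 h. Genes that differed between exposed mice and sham controls numbered 212 at 6 h, 4356 at 24 h, 2283 at 48 h, 256 at 96 h and 398 at 168 h (limma, adjusted p under 0.05). They numbered 528 at 24 h and 253 at 48 h when a change of at least 1.5-fold was also required. Over all probe sets 1184 differed at 0 h, 1021 at 6 h and 7378 at 24 h. The methods' test, with unequal variances and Tukey's HSD, called 508 genes at 0 h, 282 at 6 h, 2103 at 24 h, 1257 at 48 h, 313 at 96 h and 377 at 168 h. Without array 3 of the exposed mice at 24 h, the 24 h count was 3720. The 6 h count was 98 without array 2 of the sham controls and 109 without array 4 of the exposed mice; the 48 h count was 1485 without array 5 of the exposed mice, and 1491 and 1499 without arrays 3 and 5 of the sham controls. At 96 h it was 144 and 81 without arrays 2 and 3 of the exposed mice, and 168, 146 and 156 without arrays 1, 4 and 5 of the sham controls; at 168 h it was 100, 631, 228 and 149 without arrays 1, 2, 3 and 5 of the exposed mice, and 137, 202, 209 and 665 without arrays 1, 2, 4 and 5 of the sham controls.

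**Figure D1:**
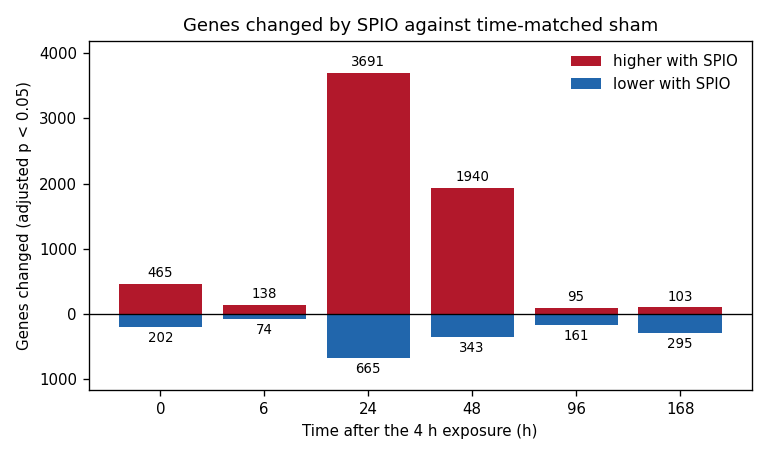
Number of genes that differed (limma, adjusted p under 0.05) between SPIO nanoparticle exposed mice and time-matched sham controls, on the vertical axis, against the time after the 4 h exposure in h, with 5 mice per group. Red bars above 0 count genes higher in the exposed mice and blue bars below 0 genes lower in them; the tallest red bar is 3691 genes at 24 h and the blue bars run from 74 genes at 6 h to 665 at 24 h.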

Evaluation of the “up” and “down” regulated genes reveals that the majority of the up-regulated genes are involved in regulation of the immune response, chemotaxis and leukocyte activation (Figure 5B), consistent with the histopathology results showing infiltration of macrophage cells. 

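Genes of chemokines and markers of B and T cells were among those higher at 0 h, and chemokines led at 6 h. Of 32 chemokines, 8 rose at 0 h and 8 at 6 h (11 and 14 when adjusted over the list alone), with camera adjusted p values of 2.7e-05 and 1.7e-11 (adjusted p = 0.1 and adjusted p = 0.002 with an estimated correlation). Markers of B and plasma cells rose at 0 h in 7 of 17 (11 when adjusted over the list alone, camera adjusted p = 5.4e-08, and adjusted p = 0.18 with an estimated correlation). Bank1, a scaffold protein of B cell receptor signaling, had a log2 fold change of 2.15 (standard error 0.39, adjusted p = 0.00095 from limma), Ms4a1, which encodes CD20, 1.85 (standard error 0.4, adjusted p = 0.0049) and Cd79a, a chain of the B cell receptor complex, 1.02 (standard error 0.22, adjusted p = 0.0043). Markers of T and NK cells rose in 6 of 21 (11 when adjusted over the list alone, camera adjusted p = 8.7e-07, and adjusted p = 0.33 with an estimated correlation), with Lat, an adaptor of the T cell receptor, at 0.61 (adjusted p = 0.0096). The mean log2 value over the B and plasma cell markers was 6.24 ± 0.31 (SD, n = 5) in the 0 h sham controls, the lowest of the 12 groups, and 6.97 ± 0.21 in the 0 h exposed mice, where the other exposed groups ran from 6.63 to 7.44 and the other sham groups from 6.42 to 7. Relative to the other 25 arrays of their arm, a test chosen after the values were seen, these markers were at -0.46 in the 0 h sham controls (permutation test, p = 0.015) and 0.03 in the 0 h exposed mice (p = 0.85), and the markers of T and NK cells at -0.48 (p = 0.00047) and -0.25 (p = 0.032). By the same permutation test the chemokines were at -0.13 (p = 0.062) and 0.15 (p = 0.24) at 0 h, and at 0.05 in the sham controls (p = 0.52) and 0.46 in the exposed mice (p = 0.00015) at 6 h. The arrays set against the 0 h exposed mice hold the exposed mice of 6 h, where chemokines were higher too. The 0 h value therefore cannot decide whether the exposed mice had a rise in these genes. Beside these, the median of 12 thymus and lymph node markers was 0.24 at 0 h (camera adjusted p = 0.005, and adjusted p = 0.18 with an estimated correlation); 0 of them passed limma's adjusted p over all genes, 7 did when adjusted over the list alone, and 7 had an unadjusted p under 0.05. Without array 1 of the sham controls, 8 of the B and plasma cell markers, 5 of the T and NK cell markers, 7 of the chemokines and 2 of the thymus and lymph node markers were higher. Receptors and effectors of leukocyte chemotaxis rose in 3 of 22 at 0 h (4 when adjusted over the list alone, camera adjusted p = 0.4, and adjusted p = 0.76 with an estimated correlation), among them Cx3cr1, the fractalkine receptor, with 0.67 (adjusted p = 0.0095, and 0.05 with the 0 h arrays fitted alone). Inflammatory cytokines and their regulators rose in 2 of 28 at 0 h and 3 of 28 at 6 h (2 and 3 when adjusted over the list alone), with camera adjusted p values of 0.17 and 0.19 (adjusted p = 0.68 and adjusted p = 0.84 with an estimated correlation). Tnfaip3, an inhibitor of NF-kB signaling, was at 0.58 (adjusted p = 8e-04) and 0.61 (adjusted p = 0.00031), and Csf2, a growth factor of macrophages and granulocytes, at 0.94 at 6 h (adjusted p = 5.6e-05). At 24 h innate immune receptors were higher in 12 of 24 (14 when adjusted over the list alone, camera adjusted p = 0.0088, and adjusted p = 0.91 with an estimated correlation), among them Tlr1 with 0.99 (adjusted p = 0.00028) and the scavenger receptor Msr1 with 1.2 (adjusted p = 0.00065). Macrophage markers were higher at 48 h in 7 of 25 (11 when adjusted over the list alone, Fisher's exact test against all genes, adjusted p = 0.29, camera adjusted p = 0.038, and adjusted p = 0.88 with an estimated correlation), with Ctsk, a lysosomal protease, at 0.84 (adjusted p = 0.01). Neutrophil markers were higher in 5 of 19 at 24 h and 4 of 19 at 48 h (8 and 10 when adjusted over the list alone), with medians of 0.82 and 0.68 and camera adjusted p values of 0.088 and 0.022 (adjusted p = 0.95 and adjusted p = 0.88 with an estimated correlation); 3691 and 1940 of all 18193 genes were higher at these times, and the counts were not beyond that share (Fisher's exact test, adjusted p = 0.94 and 1). They followed a median of -0.29 at 0 h (camera adjusted p = 0.032, and adjusted p = 0.73 with an estimated correlation), where 0 passed limma's adjusted p, 0 did when adjusted over the list alone and 4 had an unadjusted p under 0.05. Lists of immune genes, 14 of the 44 and grouped after the values were seen, held 269 of the genes tested (1.48%). They held 30 of the genes higher at 0 h (6.45%, Fisher's exact test, one-sided p = 1.3e-11), 16 of those higher at 6 h (11.6%, p = 2.2e-10), 71 of those higher at 24 h (1.92%, p = 0.0089), 18 of those higher at 48 h (0.928%, p = 0.99), 6 of those higher at 96 h (6.32%, p = 0.0029) and 0 of the 103 higher at 168 h by limma (p = 1).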

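Transcripts of Cxcl5, Cxcl1 and Cxcl3, which attract neutrophils, were several-fold higher in the lungs of SPIO nanoparticle exposed mice at 0 h and 6 h. Ccl3, which attracts macrophages, was 2.2-fold and 2.56-fold higher at these times. Ccl17 was higher at 6 h and 24 h and Ccl9 at 24 h. Cxcl5 was 10.1-fold higher at 0 h (95% confidence interval 4.86 to 20.8, adjusted p = 9.6e-05 from limma, n = 5 mice per group) and 9.94-fold higher at 6 h (4.81 to 20.6, adjusted p = 7.3e-05). Cxcl3 was 4.61-fold higher at 0 h (3.13 to 6.79, adjusted p = 1.4e-06) and 6.3-fold higher at 6 h (4.28 to 9.28, adjusted p = 8.2e-09); its sham means of 2.92 and 3.35 lie near the lowest deposited value of 2.1, so that the size of its fold is uncertain. Cxcl1 was 3.64-fold higher at 0 h (2.43 to 5.48, adjusted p = 9.6e-05) and 5.21-fold higher at 6 h (3.46 to 7.82, adjusted p = 3.4e-07). Ccl3 was 2.2-fold higher at 0 h (1.62 to 2.98, adjusted p = 0.0017) and 2.56-fold higher at 6 h (1.88 to 3.47, adjusted p = 0.00012). For Ccl17 the fold was 1.18 at 0 h (adjusted p = 0.52), 1.92 at 6 h (1.48 to 2.49, adjusted p = 0.0028) and 1.64 at 24 h (1.26 to 2.13, adjusted p = 0.0041), and for Ccl9 it was 1.37 at 0 h (adjusted p = 0.33), 1.27 at 6 h (adjusted p = 0.66) and 2.58 at 24 h (1.83 to 3.63, adjusted p = 8.9e-05). Every exposed mouse had more Ccl9 transcript than every sham control at 0 h (exact permutation test, unadjusted p = 0.00794), but not at 6 h (p = 0.294). The 24 h sham means were the lowest of the 6 sham groups, 8.69 for Ccl9 (9.21 to 10.07 in the others) and 5.98 for Ccl17 (6.23 to 6.46), while the 24 h exposed means of 10.06 and 6.69 lay within those of the other exposed groups (9.56 to 10.26 and 6.13 to 7.4). By 48 h the intervals of Cxcl5 (1.26-fold, 0.608 to 2.6), Cxcl1 (1.24-fold, 0.826 to 1.87), Cxcl3 (0.951-fold, 0.646 to 1.4), Ccl17 (0.952-fold, 0.733 to 1.24) and Ccl9 (1.23-fold, 0.875 to 1.73) all held 1, with adjusted p values from 0.46 to 0.9. Ccl3 at 48 h was 1.49-fold, with an interval of 1.1 to 2.02 and an adjusted p of 0.073 (exact permutation test, p = 0.0238). Later intervals that did not hold 1 were those of Ccl9 at 96 h (1.52-fold, 1.08 to 2.14, adjusted p = 0.22) and of Ccl3 at 96 h (1.44-fold, 1.06 to 1.95, adjusted p = 0.24) and 168 h (1.38-fold, 1.01 to 1.87, adjusted p = 0.27). These 6 genes and Cxcl2 gave 13 calls over the 6 times. Cxcl1 at 0 h had an adjusted p of 0.051 when the 10 arrays of 0 h were fitted alone. Of the 3 probe sets of Cxcl1, the one with the lowest mean, examined after the values were seen, gave 1.7-fold at 0 h (adjusted p = 0.023) and 1.83-fold at 6 h (adjusted p = 0.0067), and the third gave 3.8-fold (adjusted p = 0.00085) and 5.91-fold (adjusted p = 2.7e-06).

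**Figure D2:**
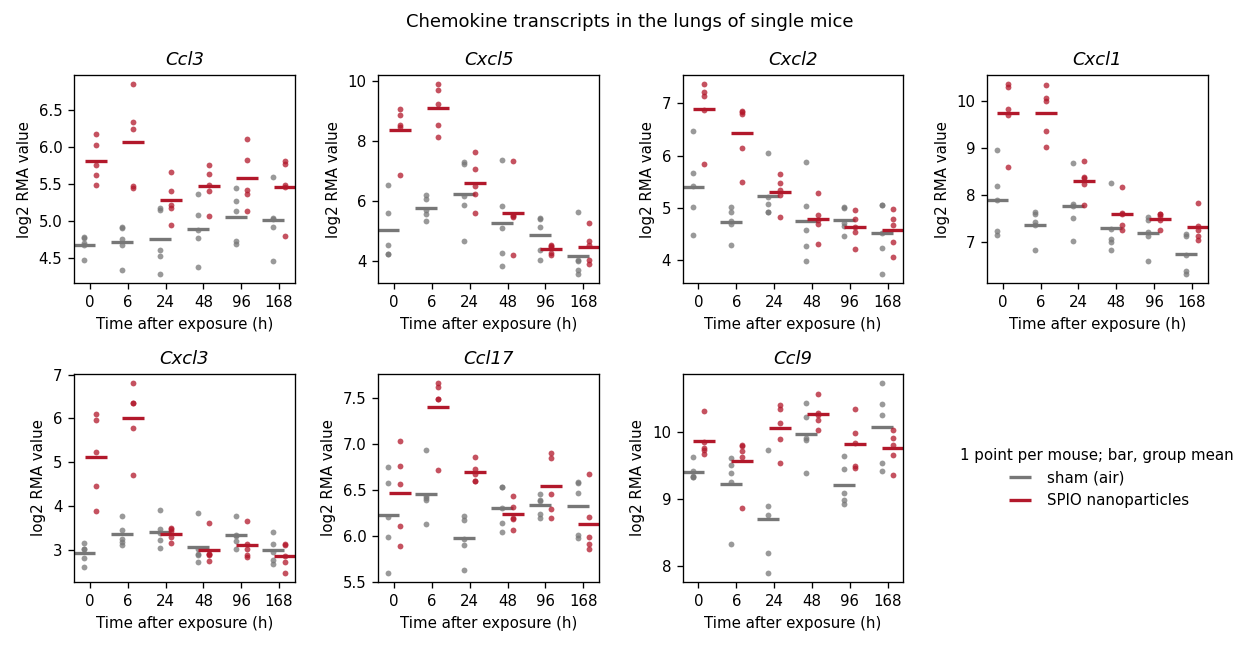
Log2 RMA value of each chemokine transcript, on the vertical axis, in each mouse against the time after exposure in h, with 5 sham controls (grey) and 5 SPIO nanoparticle exposed mice (red) per time. Each point is 1 mouse and each bar a group mean; for Cxcl5 the group means at 0 h are 5.02 in the sham controls and 8.35 in the exposed mice, and at 48 h 5.27 and 5.6.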

Interestingly, the gene expression changes in the primary chemokines CCL3, CXCL5, CXCL1, CXCL1, CXCL3, CCL17, AND CCL9 involved in macrophage recruitment are already resolved to baseline levels by 48 hours (confirmed by QPCR, Figure 6), when the macrophage levels are at their peak, indicating that these chemokines are likely being synthesized by lung epithelial cells as well as infiltrated immune cells. In contrast to the up-regulated genes, many of the down-regulated genes (and associated biological processes) are persistently down-regulated through the 7 days post-exposure, indicating that the SPIO nanoparticle exposed animals are not yet resolved to steady state while they continue to clear the nanomaterials from their tissues.

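Genes that had been lower at 0 h were also lower on average at 24, 48, 96 and 168 h, and those that had been higher were also higher at 24, 48 and 96 h. For each mouse, the log2 values of the 202 genes lower at 0 h were averaged relative to the sham controls of the same time. The mean difference between exposed mice and sham controls was -0.544 at 0 h, 0.015 at 6 h (exact permutation test, adjusted p = 0.833), -0.258 at 24 h (adjusted p = 0.0159), -0.202 at 48 h (adjusted p = 0.034), -0.233 at 96 h (adjusted p = 0.0159) and -0.277 at 168 h (adjusted p = 0.0159). For the 465 genes higher at 0 h it was 0.509 at 0 h, 0.088 at 6 h (exact permutation test, adjusted p = 0.229), 0.332 at 24 h (adjusted p = 0.0159), 0.22 at 48 h (adjusted p = 0.0265), 0.196 at 96 h (adjusted p = 0.0159) and 0.158 at 168 h (adjusted p = 0.0595). The 0 h values are those on which the genes were chosen and so are not tested. Of the genes lower at 0 h, 13 were also lower at 6 h, 64 at 24 h, 47 at 48 h, 28 at 96 h and 36 at 168 h, where independent lists would share 0.822, 7.38, 3.81, 1.79 and 3.28. Of those higher at 0 h, 24, 270, 154, 19 and 24 were higher again at the same times, where independent lists would share 3.53, 94.3, 49.6, 2.43 and 2.63. Higher at all 6 times were 2 genes, P2rx7, an ion channel opened by ATP, with log2 fold changes from 0.49 to 0.62 (standard error 0.12, adjusted p from 0.00024 to 0.016 from limma), and Cbx6, a Polycomb protein, with 0.26 to 0.43 (standard error 0.06, adjusted p from 9.8e-06 to 0.02). Lower at all 6 times were 9 genes, 4 of them Nipbl, a loader of cohesin, Rufy2, Sp4, a transcription factor, and Wdcp. Over all probe sets, 133 were lower at all 6 times and 3 higher. Of these 133, 113 were another probe set of a named gene, by a sorting chosen after the values were seen. They made up 0.67% of such probe sets, against 0.044% of those used for their gene. When 1 array was left out, Sp4 lost its 0 h call for 7 arrays (adjusted p up to 0.16 from limma). Of the same 9 genes, Phactr2 lost its call for 7 arrays at 0 h (up to 0.12), 3 at 6 h (up to 0.076) and 2 at 168 h (up to 0.075). Mettl16 lost its call for 5 at 0 h and 6 at 6 h. Nipbl, Rufy2 and Wdcp lost none. Of the higher genes, Cbx6 lost its call for 3 arrays at 6 h, and P2rx7 for 2 at 96 h and 1 at 168 h. Wdcp had log2 fold changes of -0.57 at 0 h (standard error 0.12, adjusted p = 0.0039 from limma), -0.74 at 48 h (adjusted p = 4.8e-05) and -0.86 at 168 h (adjusted p = 6.3e-06), and Nipbl had -0.84 (standard error 0.18, adjusted p = 0.0043), -1.04 (adjusted p = 0.00013) and -1.46 (adjusted p = 8.4e-07). With the mean of all probe sets of each gene, the adjusted p at 0 h was 0.38 for Wdcp and 0.15 for Nipbl; over the 10 other probe sets with a mean log2 value of at least 6, from 5 of the 9 genes, the median log2 fold change was -0.06, against -0.76 for those used. Of these 10 probe sets, 4, from 3 genes, were lower at 1 time or more; 1 of Smarca5 was at -0.89, -0.82 and -0.86 at 6, 24 and 96 h (adjusted p = 0.019, 0.0088 and 0.014) and 1 of Tmem30a at -0.94 and -0.71 at 24 and 48 h (adjusted p = 0.00014 and 0.0071), 2 genes named after their values were seen. By the exact permutation test, the score of the lower genes at 6 h was -0.338 over all probe sets (adjusted p = 0.0113), and at 48 h it lost its call without array 1 (0.0595), 2 (0.0694), 4 (0.0694) or 5 (0.0694) of the exposed mice or array 2 (0.0567) or 4 (0.0567) of the sham controls, with dim genes left out (-0.182, adjusted p = 0.0794), with weighted arrays (-0.08, adjusted p = 0.407) or with the 0 h genes found without sham array 1 (-0.094, adjusted p = 0.337). The score of the higher genes at 48 h lost its call when the genes were at least 1.5-fold (0.242, adjusted p = 0.0992) or 2-fold higher at 0 h (0.157, adjusted p = 0.476), and at 168 h it passed without array 5 of the exposed mice (0.0298) or of the sham controls (0.0298), over all probe sets (0.17, adjusted p = 0.0265), with the values quantile normalized again (0.165, adjusted p = 0.0198) or median-centred (0.16, adjusted p = 0.0496), and with the genes of the methods' test (0.171, adjusted p = 0.0496). The paper reasons from the clustered expression data, the histopathology, and the chemokine transcripts on the arrays and by qRT-PCR. It states that a strong transcriptional response lasted through 6 h and then declined, and that the chemokines were at baseline by 48 h, when macrophages were most numerous. From this timing it proposes that lung epithelial cells as well as infiltrated immune cells made the chemokines. The paper takes the lasting lower expression of many genes as a sign that the exposed mice had not returned to a steady state by 7 days while clearing the particles.

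**Figure D3:**
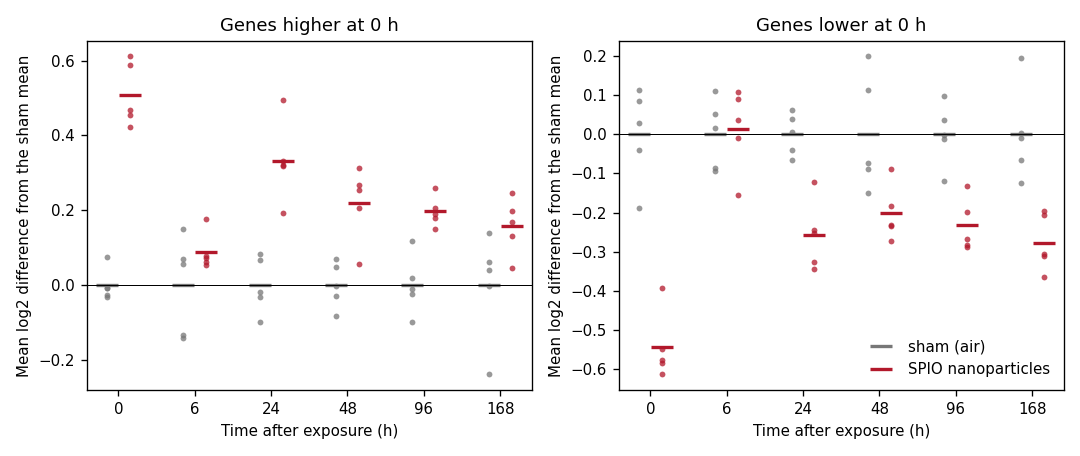
Mean log2 difference of each mouse from the mean of its time-matched sham controls, on the vertical axis, over the 465 genes higher at 0 h (left) and the 202 genes lower at 0 h (right), against the time after exposure in h. Each point is 1 of 5 sham controls (grey) or 5 SPIO nanoparticle exposed mice (red) and each bar a group mean; the red bars on the right are at -0.544 at 0 h, 0.015 at 6 h and -0.277 at 168 h.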

**Figure 5:**
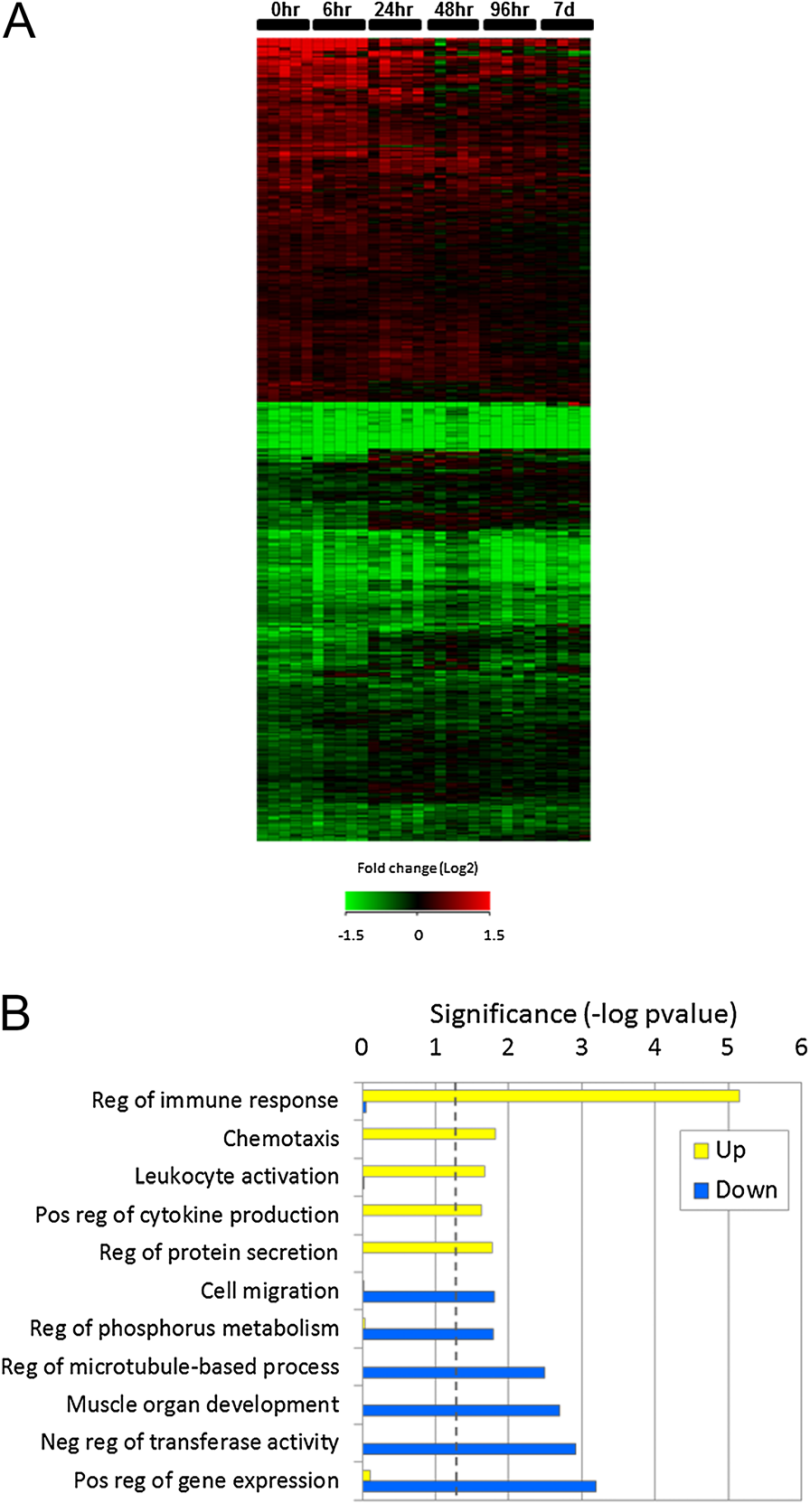
**Transcriptomic analysis of gene regulation by nanoparticles. A)** Hierarchical clustering of significantly effected (compared to time matched controls) transcripts shows a higher preponderance of down regulation (green) by SPIO nanoparticle exposures. Up-regulation (red) was more prominent during earlier time points where the most highly induced mRNAs encoded inflammatory cytokines. **B)** Highest ranking biological processes associated with transcripts up-regulated by in vivo exposure to SPIO nanoparticles. Cellular processes associated with inflammation and clearance of foreign bodies (cytokine production, cell migration, chemotaxis) were significantly upregulated.

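With 1 probe set per gene and no fold minimum, genes higher in SPIO nanoparticle exposed mice outnumbered lower ones through 48 h. Lower ones outnumbered higher ones at 96 h and 168 h, and the direction at 6, 96 and 168 h depended on the processing. Lower genes made up 30.3% of the changed genes at 0 h (Wilson 95% confidence interval 26.9 to 33.9), 34.9% at 6 h, 15.3% at 24 h, 15% at 48 h, 62.9% at 96 h and 74.1% at 168 h (limma, adjusted p under 0.05). That interval treats the genes as independent, so it does not cover the spread between mice. Leaving out 1 array moved the 0 h share to between 21.9% and 39.3%. Summed over the 6 times there were 6432 higher and 1740 lower calls, of which 3691 and 665 were at 24 h and 1940 and 343 at 48 h. With a change of at least 1.5-fold required as well, 114 genes were higher and 63 lower at 0 h, 29 and 46 at 6 h, 352 and 176 at 24 h, 174 and 79 at 48 h, 15 and 97 at 96 h, and 19 and 102 at 168 h. Among the genes lower at 6 h was Ear3, a ribonuclease of eosinophils, with a log2 fold change of -1.08 (standard error 0.22, adjusted p = 0.003 from limma). At 96 h Gjc1, a gap junction protein, was at -1.16 (standard error 0.2, adjusted p = 0.00041), and at 168 h Layn, a receptor for hyaluronan, was at -1.12 (standard error 0.18, adjusted p = 2e-04) and Pdap1 at -1.14 (standard error 0.19, adjusted p = 2e-04). Higher at 96 h were the chemokine Ccl24, which attracts eosinophils, at 0.66 (standard error 0.13, adjusted p = 0.0021) and Ly86, a partner of the receptor RP105, at 0.76 (standard error 0.17, adjusted p = 0.0099). Heat shock genes fell in 2 of 15 at 96 h and 1 of 15 at 168 h (5 and 1 when adjusted over the list alone), with camera adjusted p values of 7.7e-10 and 0.00086 (adjusted p = 0.21 and adjusted p = 0.9 with an estimated correlation), but not at 6 h, where their median was 0.24. Immediate early genes fell in 2 of 25 at each of these times (7 and 2 when adjusted over the list alone), with camera adjusted p values of 2.4e-07 and 0.043 (adjusted p = 0.14 and adjusted p = 0.9 with an estimated correlation). Over all probe sets the lower share was 48.1% at 0 h (614 higher and 570 lower), 72.8% at 6 h (278 and 743), 33.2% at 24 h, 26.4% at 48 h, 80.8% at 96 h (429 and 1803) and 83.9% at 168 h. With the values quantile normalized again it was 20.3% at 0 h (915 higher and 233 lower), 43.8% at 96 h (278 and 217) and 46.2% at 168 h (247 and 212), and with median-centred arrays it was 43% at 96 h (191 and 144). With the mean of probe sets the lower share was 60.3% at 6 h (146 and 222). With the spread of array values as a covariate, chosen after the data were seen, it was 34.1% at 96 h (348 and 180) and 46.1% at 168 h (103 and 88).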

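The 12 genes with the largest rise at 0 h, among those whose groups did not overlap, included 7 that B cells express, Ighv14-2, Bank1, Fcmr, H2-Ob, Pou2af1, Fcer2a and Cd79b, and the chemokines Cxcl5, Cxcl3 and Ccl12. The 12 at 6 h included the chemokines Cxcl5, Cxcl3, Cxcl1, Ccl20, Cxcl2 and Ccl3. Ccl20, which attracts dendritic cells and lymphocytes through CCR6, was 3.46-fold higher at 6 h (log2 standard error 0.37, adjusted p = 0.0034 from limma). Other genes of the 12 at 6 h were Vnn1, a pantetheinase, 3.2-fold higher (log2 standard error 0.2, adjusted p = 3.1e-07), Noxo1, an organizer of NADPH oxidase 1, 2.82-fold (log2 standard error 0.17, adjusted p = 1.5e-07), and the iron-binding protein Lcn2, 2.63-fold (log2 standard error 0.23, adjusted p = 0.00019). Hmox1 was 2.15-fold higher at that time (log2 standard error 0.18, adjusted p = 0.00013), and the amino acid transporter Slc6a20a 2.53-fold (log2 standard error 0.22, adjusted p = 2e-04). At 24 h Hmox1 was lower in the exposed mice than in their sham controls, with a log2 fold change of -0.68 (standard error 0.18, adjusted p = 0.0046). Its log2 values in the 24 h exposed mice ran from 7.93 to 8.51, near the sham means of 8.03 at 0 h and 7.85 at 6 h. At 0 h Fcmr, the receptor for the Fc part of IgM, was 4.32-fold higher (log2 standard error 0.4, adjusted p = 0.0014) and Pou2af1, a transcriptional coactivator of B cells, 3.13-fold (log2 standard error 0.33, adjusted p = 0.0027). At 0 h 29 genes were at least 2-fold higher and 15 at least 2-fold lower, and at 6 h these numbers were 14 and 11.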

**Figure 6:**
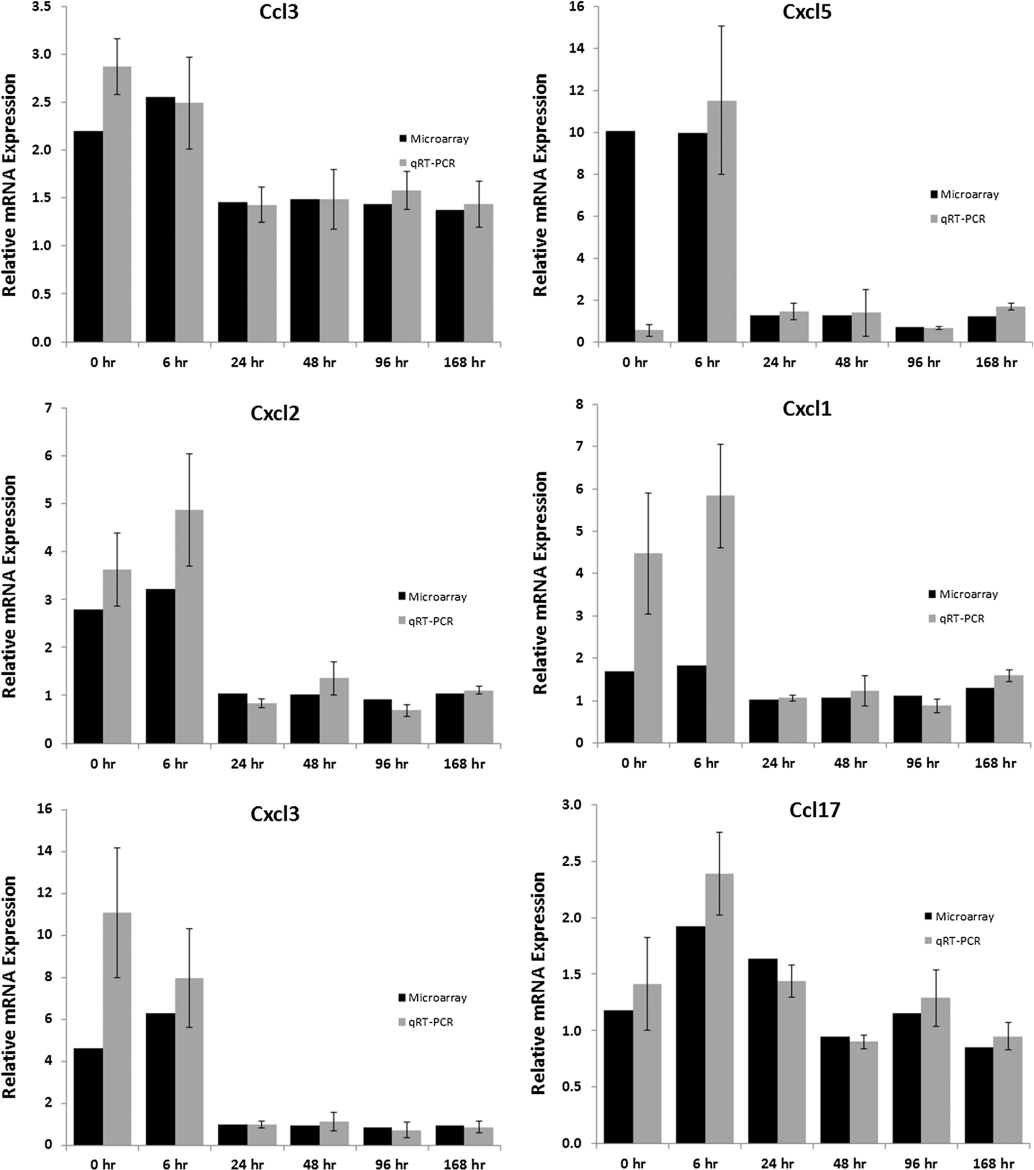
**Microarray data and PCR validation of transient induction of transcripts (compared to time matched controls) for key inflammatory cytokines.** Induction of cytokines was prominent at 4 hours, but resolved by the peak of macrophage infiltration at 48 hours.

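For 4 of the 7 chemokines that the paper shows, which it chose from the same arrays, the difference between exposed mice and sham controls at 48 h was smaller than that at 0 h by a direct test of the change (limma, adjusted over these 7 genes). Cxcl5 fell by 3 on the log2 scale between the difference at 0 h and that at 48 h (standard error 0.74, adjusted p = 0.00056), Cxcl3 by a change of -2.28 (standard error 0.39, adjusted p = 2.8e-06), Cxcl1 of -1.55 (standard error 0.41, adjusted p = 0.001) and Cxcl2 of -1.45 (standard error 0.43, adjusted p = 0.0023). When adjusted over all genes, the p values of these changes were 0.037 for Cxcl5, 0.0036 for Cxcl3, 0.057 for Cxcl1 and 0.08 for Cxcl2. The change was -0.56 for Ccl3 (standard error 0.31, adjusted p = 0.11), -0.32 for Ccl17 (standard error 0.26, adjusted p = 0.28) and -0.15 for Ccl9 (standard error 0.35, adjusted p = 0.67). At 24 h the difference had already changed by -2.98 for Cxcl5 and by -2.24 for Cxcl3 since 0 h.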

### In vitro target cell dosimetry

After preparation and characterization SPIO nanoparticles were incubated with C10 lung epithelial cells and bone marrow derived macrophages (BMM) for 4 hrs and uptake was quantified using a Magnetic Particle Detection (MPD) system developed in our lab [11]. A linear relationship between SPIO exposure and cellular dose was observed for both C10 (Figure 7A) and BMM (Figure 7C) cells. Representative images of C10 cells and BMMs treated with 10 or 50 μg/mL of SPIO nanoparticles for 4 hours show the presence of SPIO particles (Figure 7B, 7D). A 24 hour extended time-course of cellular dosimetry was also conducted in C10 epithelial cells to explore the time-dependent and accumulated dose effects on association of SPIO nanoparticles with C10 cells.

**Figure 7:**
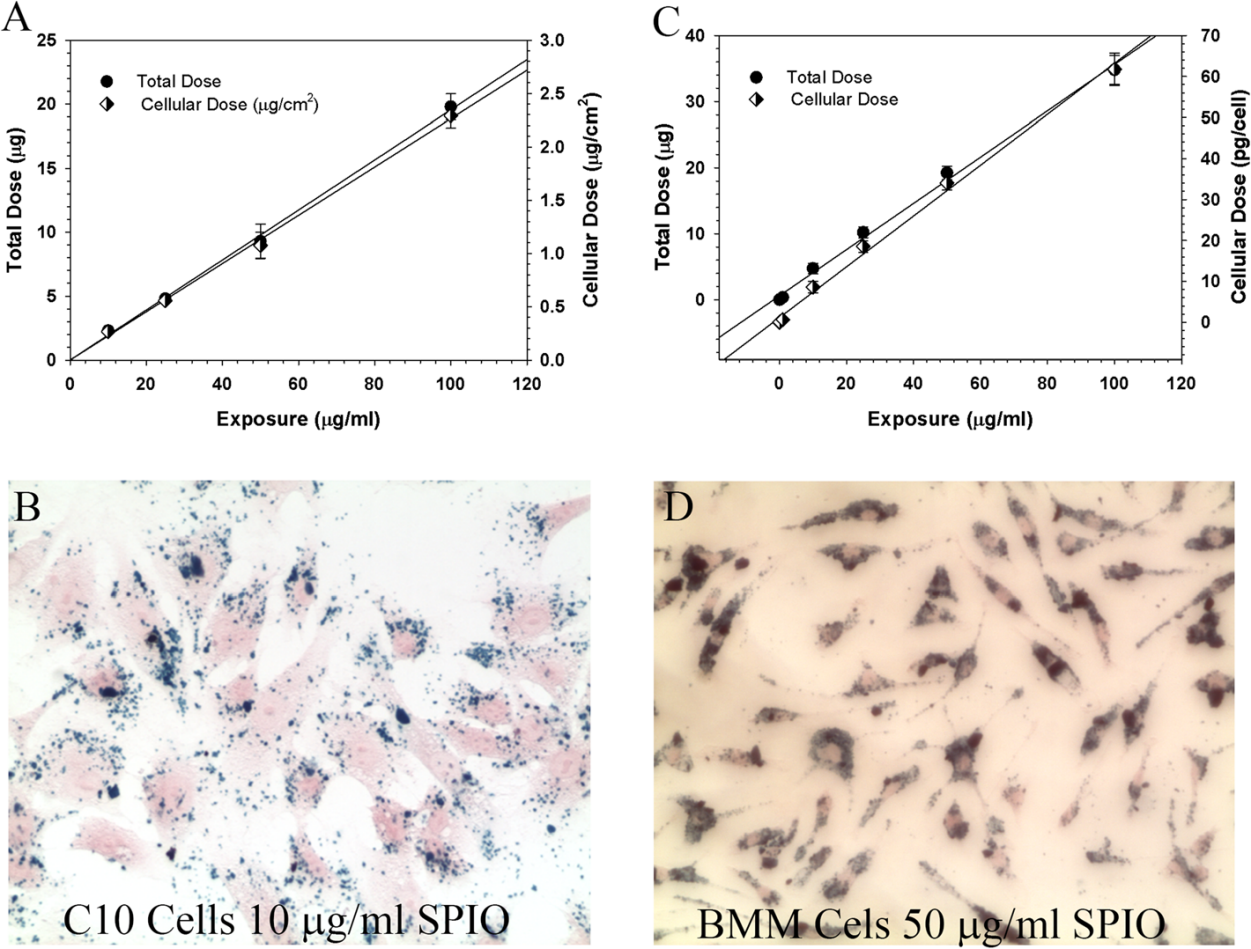
**Cellular SPIO Nanoparticle Dosimetry.** Measured in vitro target cell doses of SPIO nanoparticles in C10 (**A**, Left) and BMM (**C**, right) lung epithelial cells measured by magnetic particle detection. Cell associated SPIO nanoparticles in C10 epithelial cells (**B**, lower left) and BMM (**D**, lower right) after a 4 h exposure. Iron oxide particles are stained with prussian blue and cells are stained with nuclear fast red. Magnification, 20×.

### In vitro target cell SPIO delivery and cell association

ISDD model simulation of the amount of SPIO nanoparticles delivered to cells over the 24 hour in vitro study was consistent with the measured cell associated material at early time points (1 and 2 hours), but not at later time points (4, 8 and 24 hours) (Figure 8). We interpret the consistency between the initial (early) measured and simulated delivered rates as evidence supporting the accuracy of ISDD for estimating particle delivery during the delivery limited phase of transport. At the later time points, where target cell doses are higher, a reduced fraction of particles predicted to be delivered to cells remained associated with the C10 cells after harvesting. Overall, the fraction reduced from 93% at early time points, to 89% at 4 hours, ending at a value that remained consistent (67-68%) between 8 and 24 hours. Thus, there appeared to be a shift at longer exposures and higher delivered doses towards a reduced rate of uptake, loose association of delivered SPIO nanoparticles with cells or reduction in other process(es) that contribute to the association of SPIO nanoparticles with C10 cells.

**Figure 8:**
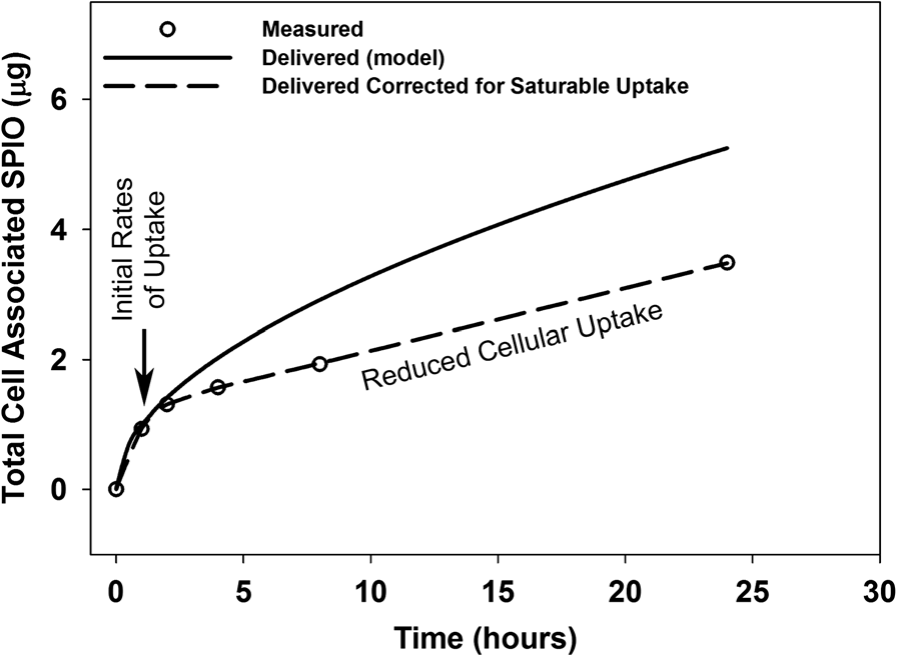
**ISDD simulation of SPIO particle association with C10 epithelial cells in vitro.** Modeled and observed SPIO mass doses corresponded well at early time points, but there was evidence at later time points of the involvement of a dose-related process that reduced SPIO nanoparticle doses relative to the predicted amount delivered. Inclusion of a saturable “uptake factor” led to agreement between modeled and observed doses.

### In vitro dose-response for in vivo markers of lung inflammation

BMM and C10 cells were treated with SPIO nanoparticles and mRNA expression was quantified using qRT-PCR. There was a dose dependent increase in the expression of CXCL1, CXCL2 and CXCL3 genes (for BMM, Figure 9A) and CXCL2 and CCL3 genes (for C10 cells, Figure 9B). There also appeared to be a threshold dose of ~1.1 μg/cm^2^, below which there was no observable effects on regulation of these transcripts relative to controls.

**Figure 9:**
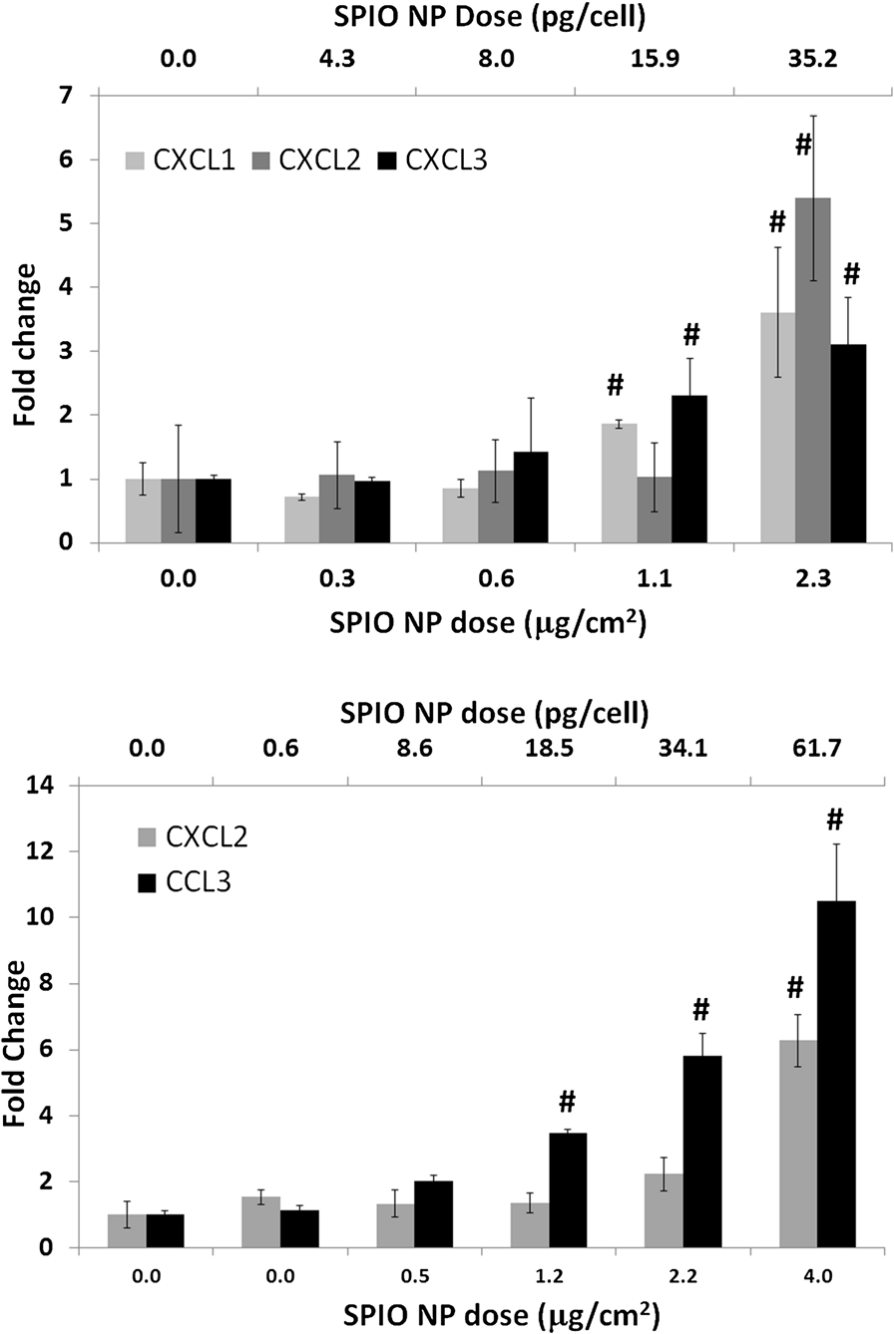
**SPIO nanoparticle induced gene expression in vitro.** Top) A dose dependent increase in gene expression was observed in BMM cells treated with 44-2 carboxy-modified SPIO nanoparticles for 4h. Significance values calculated using Student’s *t-*test. # < 0.01; Bottom) dose dependent increase in gene expression was observed in C10 cells treated with 44-2 carboxy-modified SPIO nanoparticles for 4 h. Significance values calculated using Student’s *t-*test. * < 0.05, # < 0.01.

### Target cell dosimetry-based correlation of in vitro and in vivo responses

We hypothesized that improved relationships between in vitro and in vivo models of experimental toxicology for nanomaterials would result from placing response data in vitro and in vivo on the same dose scale, the amount of material associated with cells (target cell dose). Two regions of mouse lung (bronchiolar, generations 1-16) and alveolar (16-21) were considered and compared to dose-responses in two commonly used, representative cell types, one for epithelial cells (C10, bronchiolar and alveolar regions) and one for macrophages (murine BMM, alveolar region only).

Following four hours of inhalation exposure, target tissue doses of 0.009-0.13 μg SPIO/ cm^2^ led to an inflammatory response in the alveolar region (generation 16-22) characterized by interstitial inflammation and macrophage infiltration. Inflammation was not observed in the bronchiolar region. In vitro, higher target tissue doses of ~1.2-4 μg SPIO/ cm^2^ of cells were required to induce transcriptional regulation of markers of inflammation, CXCL2 CCL3, in C10 lung epithelial cells. The higher doses occurring in the bronchiolar region (1-2 μg SPIO/ cm^2^ of cells), were consistent with those triggering an inflammatory response in vitro in C10 cells, but inflammation was not observed histologically in vivo. Alveolar macrophages contribute to the initiation of inflammation in the alveolar region of the lung [12]. Following SPIO nanoparticle exposures, estimated macrophage SPIO nanoparticle doses ranged from 1-100 pg/cell (Figure 3). Induction of inflammatory markers was observed in vitro in BMM at doses of 8-35 pg/cell, in the middle range of macrophage target cell doses experienced in the alveolar region of exposed mice where macrophage infiltration was observed. Overall, there was a good correspondence between target cell doses triggering inflammatory processes in vitro and in vivo in the alveolar macrophage population, but not in the epithelial cells of the alveolar region.

### Human lung dosimetry: carboxylated SPIO particles would be inflammogenic

We simulated occupational human exposure to the SPIO nanoparticles studied here to allow comparison of regional doses in the human lung with the mildly inflammogentic regional lung doses produced during the 4 hour mouse exposure to 19.9 mg/m^3^ SPIO, and in macrophages and epithelial cells in vitro. Deposited (clearance was not considered) doses per lung surface area and per macrophage were calculated as described for the mouse. The human exposure setting was eight hours exposure to the Occupational Safety and Health Administration (OSHA) Permissible exposure limit (PEL, dust and fume) of 10 mg/m^3^ (as Fe), adjusted for the fractional iron content of the SPIO nanoparticles (0.72) to a final value of 14 mg/m^3^. Regional lung doses on a particle mass per surface area and particle mass per macrophage were similar to or higher than the mouse (Figure 10).

**Figure 10:**
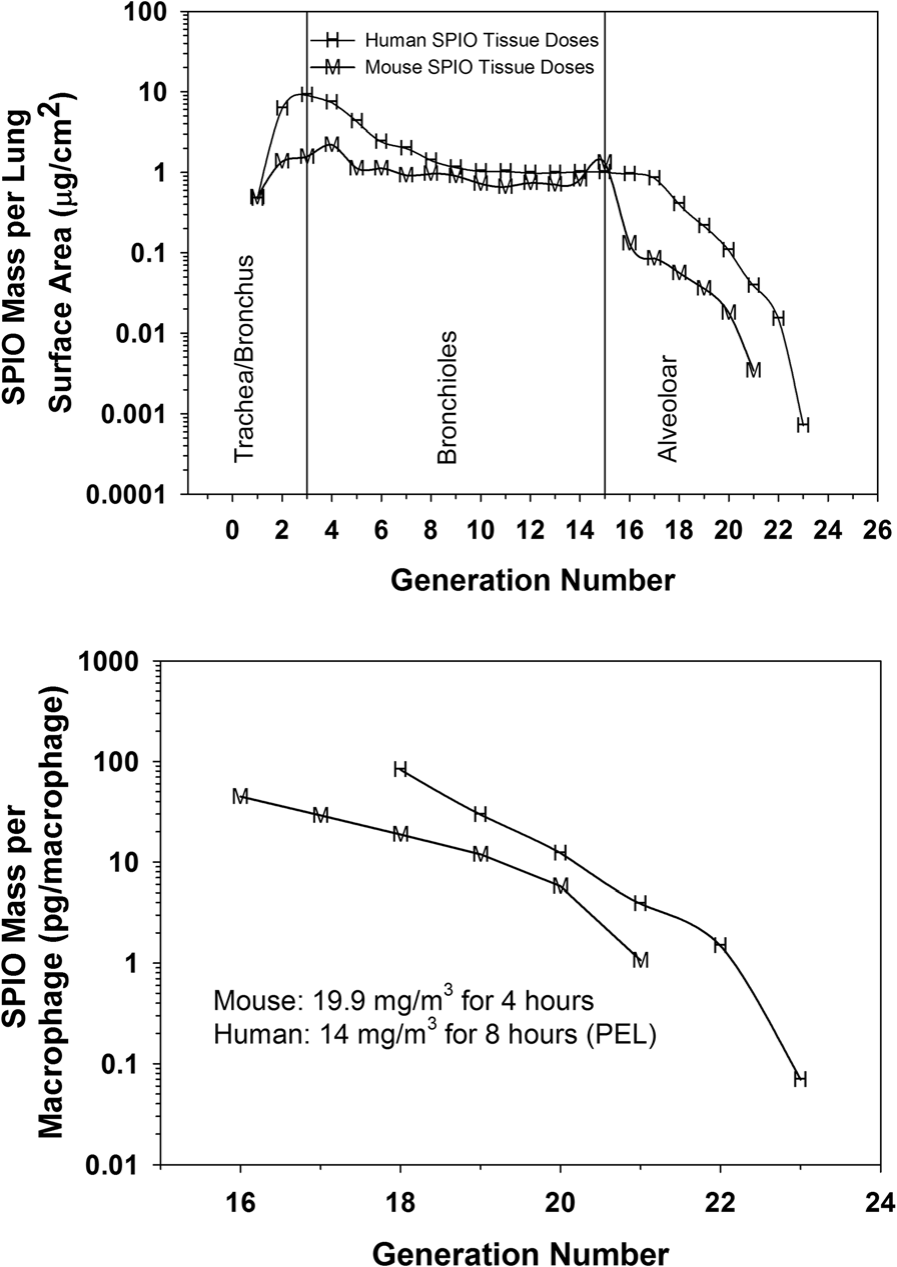
**Comparison of deposited (clearance was not considered) doses per lung surface area and per macrophage from mice in this study to the calculated deposited doses in humans exposed at the PEL.** Regional lung doses on a particle mass per surface area and particle mass per macrophage were similar or higher in the human than the mouse.

## Discussion

Animal models of toxicity, in particular rodent models, have been the major source of toxicity data used for making quantitative assessments of the risks of pharmaceuticals, particulates, and other environmentally and occupationally important hazards for decades [13]. Intrinsic integration of the processes that lead to toxicity, adsorption, distribution, metabolism, elimination (ADME), and perturbation of physiological, cellular and biochemical systems, confers high relevance of these test systems for assessing the potential for toxicity in exposed humans. Confidence in these systems is highest when comparative data are available regarding metabolism, qualitative and quantitative similarity in key obligatory processes involved in developing the toxicity that show similarity or quantitative differences that can be addressed in the risk assessment process.

With the recent shift towards use of in vitro systems to make specific quantitative assessments of toxicity, or of risk to humans directly [1], understanding the extent to which, or under what conditions in vitro systems adequately recapitulate biology and dose-response of in vivo systems will remain one of the most pressing scientific questions for the field of toxicology for several decades. Cellular responses are the product of interactions of the particles (dose) with specific cellular components and systems (receptors, lysosomes, signaling pathways), where both dose and these biological elements can be or are different between in vitro and in vivo systems. Deconvoluting the influence of these two categories of system differences on biological responses is necessary for both design and interpretation of in vitro particle toxicology studies for prediction of in vivo response.

Conventions and shortcomings of current approaches for measuring and characterizing nanomaterials in situ, particularly in regional measurements in non-homogenous organs such as the lung, are key obstacles to the goal of aligning of in vitro and in vivo exposures on the basis of exposure/dose for comparative nanotoxicology and risk assessment. Inhalation-route exposures are typically characterized and reported as a particulate concentration (mg/m^3^), or total dose/exposure (mg/kg) for intra tracheal or pharyngeal aspiration studies, but units of liquid concentration (mass/ml) are used for reporting in vitro studies of cells representing the respiratory tract [6-8,14]. These representations of exposure, which are conventional and convenient, are not comparable across systems. Qualitatively and quantitatively different physical, physiological and biochemical processes control the time and particle dependent relationship between exposure and target cell dose in in vitro and in vivo systems [15-18].

Utilizing a commercially/medically important iron oxide nanoparticle with unique superparamagnetic properties enabling rapid quantification of cellular dose, we conducted coordinated vivo and in vitro toxicity studies, reporting responses in the whole mouse lung and in two cell types resident in the alveolar region of lung. Biomarkers of the in vivo inflammatory response identified by global transcriptomic analysis of treated mouse lung tissue were assessed in vitro in C10 epithelial cells and bone marrow macrophages.

The iron oxide mass dose available to alveolar macrophages in vivo after 4 hours of exposure to 19.9 mg/m^3^ SPIO nanoparticles ranged from 1 to 50 pg/macrophage, and was sufficient to cause mild, transient inflammation. The increased expression of mRNA for the chemokines CXCL2 and CCL3 observed in lung tissue from BALB/C mice at these doses was also observed in vitro in mouse macrophages at target cell doses of 18.5-61.7 pg/macrophage. 

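In lung tissue Cxcl2, which attracts neutrophils, was 2.79-fold higher in SPIO nanoparticle exposed mice than in sham controls at 0 h (95% confidence interval 1.83 to 4.24, adjusted p = 0.0032 from limma) and 3.21-fold higher at 6 h (2.11 to 4.89, adjusted p = 0.00051). Its mean log2 value at 0 h was 6.88 ± 0.61 (SD, n = 5 mice) in exposed mice and 5.4 ± 0.74 (SD, n = 5) in sham controls, and at 6 h 6.42 ± 0.6 and 4.74 ± 0.28 (two-sided exact permutation test, p = 0.0159 and p = 0.00794). The fold of Cxcl2 was 1.05 at 24 h and 1.02 at 48 h (0.67 to 1.55, adjusted p = 0.97). The mean log2 value of Ccl3 was 5.81 ± 0.29 (SD, n = 5) in exposed mice and 4.68 ± 0.12 (SD, n = 5) in sham controls at 0 h, and 6.07 ± 0.6 and 4.72 ± 0.23 at 6 h. At both times every exposed mouse had more Ccl3 transcript than every sham control (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). With the 10 arrays of 0 h fitted alone, the adjusted p of Cxcl2 was 0.078.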

We cautiously conclude that applying contemporary concepts of target tissue dosimetry reveals an apparent consistency in the cellular dose of SPIO particles required to initiate inflammatory responses in vivo in the whole lung and in vitro in macrophages. As key modulators of the inflammatory response in the lung, it is plausible that induced inflammatory signaling of the type we observed in vitro by macrophages would initiate the pulmonary inflammation we observed in vivo in mice exposed to the same particles. However, this study was designed to look for correlations between whole-lung inflammatory response and response of macrophages in vitro, which we observed, and cannot draw conclusions about the specific role any lung cell type played in the evolution and resolution of the inflammatory response. Furthermore, because we observed consists inflammatory responses in vitro and in vivo, and we considered one particle type, we did not consider the potential inhibitory effect of soluble iron oxide on inflammation [19]. In this assessment, we compare the SPIO nanoparticle dose available (delivered to the alveolar region where the macrophages reside) to macrophages in vivo to the measured SPIO nanoparticle macrophage dose measured in vitro. Light microscopy revealed that in vitro and in vivo, macrophages contained visible amounts of SPIO nanoparticles comprising a significant amount of their intracellular volume. While this observation supports the comparability of the in vitro and in vivo doses, others have shown that alveolar macrophages scavenge a fraction of particles in the alveolar region ranging from 20-80 percent, with a strong size dependence [20]. The fraction of particles the size (mass median diameter, SMPS) of SPIO nanoparticle agglomerates inhaled in our experiment, 171 nm, falls between the two closest values reported by Oberdorster et al. [20], 80 nm and 500 nm, for which fractional macrophage scavenging is reported. Assuming a fractional scavenging between these two values of about 50% would reduce our computed macrophage doses to 9-31 pg/macrophage, still within the range of macrophage doses causing inflammation in vitro. The low number of lavageable alveolar macrophages in the mouse (~10^5^) [21], tissue requirements for pathology, transcriptomic analysis, and particle clearance studies, precluded direct measurement of SPIO nanoparticles in lavaged alveolar macrophages by MPD at the time of the study design. The alveolar macrophage content of larger microscale particles has been measured by light microscopy in the macrophages of total lavaged cells in humans [22,23] an approach that was not suitable for our nanoscale SPIO particles.

Measured SPIO mass cellular doses stimulating statistically significant increases in transcripts for CXCL1, CXCL2 and CXCL3 in epithelial (C10) cells, in vitro, were one to three orders of magnitude higher than inflammogentic doses in vivo in the pulmonary epithelium (1.1-2.3 μg/cm^2^ vs. 0.003-0.1 μg/cm^2^) which altered expression of the same biomarkers. Locally higher doses in vivo occur at airway bifurcations in the upper airways. Balàshàzy used CFD modeling of particle deposition in human airway generations 3-4 to compute the enhancement factor, the ratio of local dose to the average surface area dose in the region [24]. The enhancement factor is highly dependent on the size of the area considered, ranging from ~ 5-65 for 200 nm diameter particle as the deposition area decreases from 100 μm to 3 μm. Adjusting the regional average doses computed by MPPD in the upper airways by the enhancement factor for 200 nm diameter particles for an area 10 × 10 cells (100 μm), which is 65 [24], we would calculate mass SPIO doses of 6.5 μg/cm^2^ in small areas of the lung. These target cell doses align more closely with those upregulating expression of the chemokines CXCL1, 2 and 3 in C10 cells in vitro. However, the small area of cells experiencing these target cell doses may or may not be a large enough fraction of the total lung to be considered a plausible contributor to the inflammatory response we observed in vivo. Indeed, the upper airways themselves (generations 1-4 in Balàshàzy’s analysis) are a very small fraction of the total mouse lung (0.2%); the hot spots represent an even smaller fraction of the surface area of the upper airways.

In contrast to SPIO nanoparticle cellular doses in vitro, which were directly measured by MPD, cellular doses were computed from the total deposited doses measured using MPD by applying established tools for calculating regional lung deposition of particles. The potential for differences between our computed in vivo cellular doses and actual doses could be evaluated or overcome if experimental methods for measuring cellular doses of particles in the lung were available. Tools and approaches for measuring regional lung doses currently are limited by the ability to resolve dose on a regional basis. Magnetic resonance imaging applied to SPIO nanoparticles has been used to measure regional dosimetry in rats and mice, but only with resolution sufficient to separate central from peripheral lung, not by airway generation [25,26]. Sectioning methods [27], requiring serial sectioning of the lung and semiquantative evaluation of deposited dose by microscopy were beyond the scope of this effort and have their own inherent limitations [27].

The current 10 mg/m^3^ (as Fe, 14 mg/m^3^ as Fe_2_O_3_) OSHA PEL for Iron (II) oxide (iron oxide fume, iron (III) oxide, ferrous oxide) is based on a finding of no effects on alveolar epithelial permeability, a marker of pulmonary inflammation and/or injury, in humans exposed to an aerosol of iron oxide particles (MMAD, 1.5 μm, estimated CMD of 179 nm using an agglomerate density of 2.5 (John Lay, personal communication) and soluble iron [28]. The particles were agglomerates of colloidal iron oxide particles (size not reported), suspended in liquid and nebulized (liquid drop size, ~ 5 μm MMAD, John Lay, personal communication) for the human exposures. Inconsistent (increases and decreases), but not statistically significant changes in epithelial permeability were reported in volunteers exposed by mouth breathing to an average of 12.7 mg/m^3^ (range 9-16 mg/m^3^, determined gravimetrically) for 30 minutes [29]. The suitability of PEL’s and similar exposure standards derived from studies of microscale materials for use in regulating exposure to nanoscale materials is an important issue that has been explored in depth only for TiO2 [30]. Comparing calculated regional lung and macrophage doses of nanoscale SPIO particles causing effects in our murine in vitro and in vivo model systems with those calculated for the human exposures to the same material at exposures equal to the current PEL for iron oxide (Figure 10), revealed that based on mass doses alone, transient inflammation might be anticipated in humans. Extending this analysis, we also compared estimated (simulated using MPPD) mass iron oxide particle regional lung tissue doses resulting from the exposures to the somewhat larger iron oxide particles used to derive the PEL [29] to those that would result from exposures to the aerosol used to expose mice in our study. Regional deposited mass doses predicted by MPPD were very similar for exposures to these two particles (Additional file 7) for a 30 minute exposure period, assuming a GSD of 2.1 for the nebulized particle in the Lay et al study. This would appear to support the conclusion that exposures to the nanoscale material would not be expected to be of greater risk than exposure to the microscale iron oxide agglomerates if mass dose alone were the determinant of biological response. The similarity in the deposited mass doses alone should not be considered sufficient evidence to conclude that exposure standards for nanoscale materials can be derived directly from studies using microscale materials. The intrinsic biological potency of the nano- and microscale iron oxide particles could be different and of course the doses on a surface area basis may also be significantly different. For example, a comparison of delivered particle surface area might reveal that the nanoscale iron oxide particle exposures lead to much higher deposited surface area than would be expected in the microscale particle exposures. The absence of information on the size and thus the number and surface area of the primary particles forming the microscale agglomerates precluded our calculation of total number and surface area of particles deposited in the Lay et al study. We elected not to approximate surface area of the formed agglomerates in the aerosol because the resulting value would underestimate the total surface area of the deposited particles.

The availability of experimental (e.g. ICPMS, MPD) and computational (e.g. ISDD, MPPD) methods for measuring or calculating target cellular doses of micro and nanoscale materials for rodent in vivo and in vitro systems now enables comparison of cellular/tissue responses between these systems on the basis of common measures of dose, e.g. mass, surface area or particle number delivered to cells. With minimal information on particle and test system characteristics, ISDD and MPPD can also be utilized to optimize the design of coordinated in vitro and in vivo studies for comparing responses and testing in vitro systems for their power to predict in vivo responses.

## Conclusions

With the recent extension of MPPD to the mouse [31], it is now possible to use MPPD and ISDD or experimentally measured doses, as we have done here, to compare responses between in vitro and in vivo rodent toxicity test systems cell on the basis of particle dose to one or more common target cells. We find that the macrophage cellular doses of 12.8 nm (68.6 nm CMD in aerosol form) SPIO causing inflammation and increased expression of CXCL2 and CCL3 in vivo corresponded well to cellular doses increasing expression of the same markers of inflammation in murine macrophages in vitro. In contrast, even considering potentially higher doses at airway bifurcations, doses required to cause increased expression of inflammatory markers in C10 epithelial cells in vitro were much higher than those calculated in the lungs of mice exposed by inhalation to the SPIO particles. The similarity between the mildly inflammogentic cellular doses experienced by mice in this study and those expected in humans exposed to the same SPIO particles by inhalation at the existing PEL of 10 mg/m^3^ iron oxide (as Fe) for 8 hours imply a small margin of exposure ([exposure causing effects]/[actual exposure]) and for pulmonary inflammation in humans for these particles. Improving the approach for the respiratory tract presented here by further refining the measures of cellular dose, increasing the specificity of cellular response, and extending to additional particles would be valuable next steps toward elucidating the relationships between in vivo and in vitro responses.

The approach described here is generally applicable, with adaptations, e.g. tissue selection, endpoint selection, to other nanomaterials, or target tissues. The general computational dosimetry framework for relating doses across particles an systems address particle differences in density and size, as well as the geometry of the system (respiratory tract, cell culture dish), and so are also widely applicable with some adaptations.

## Materials and methods

### Study overview

The research program was anchored in a short-term inhalation study conducted in Balb/c mice. Inhalation was selected rather than IT or oropharyngeal (OP) so the effects of particle size and lung deposition could be accounted for in the context of physiologically normal exposures. All exposure and mouse respiratory characteristics were measured and total inhaled dose was measured to allow calculation of lung target tissue doses. Respiratory tract particle deposition modeling was applied to calculate lung region specific doses for comparison to in vitro dose-response studies. Global transcriptomics was conducted in parallel with histopathology to identify PCR targets for the most robust in vivo responses (pathology) that could then be applied to the in vitro dose-response system. Two mouse derived cell types, one representing lung epithelium (cell line) and one representing lung macrophages (primary macrophages), were used in dose-response studies covering the range of per cell or per cell surface area nanoparticle doses calculated for the in vivo study. Transcriptional regulation of cytokines identified in the in vivo study was used as the response metrics in the in vitro studies to assure similar responses were being compared across systems. Dose-responses in regions of the mouse lung containing the cell types used in the in vitro studies were compared to the in in vitro responses to determine if in vivo and in vitro responses corresponded when tissue dosimetry was applied.

### Particle synthesis and characterization

Superparamagnetic iron oxide (SPIO) nanoparticles (Fe_3_O_4_) were prepared by chemical co-precipitation [32] at 23°C [32]. Briefly, 0.2 M FeCl_3_ (anhydrate, EM Science) and 0.1 M FeSO_4_∙7H_2_O (J. T. Baker) were mixed in 100 mL H_2_O under N_2_. Then 10 mL of 29.5 wt% NH_3_.H_2_O (J. T. Baker) was injected into the mixture with vigorous stirring. Upon addition of NH_3_.H_2_O, an immediate brown to black color change implied formation of iron hydroxide in the solution. After the solution was dehydrated (overnight stirring) SPIO colloidal nanoparticles were collected by precipitation with a 2” × 2” × ½” neodymium magnet (Magnetics, Inc.) and washed three times with deionized H_2_O.

To enhance surface charge density, the SPIO nanoparticles were surface-modified by covalent binding of –COOH groups through. The washed Fe_3_O_4_ nanoparticles were dispersed in a 250 mL mixture of ethanol and H_2_O (volume ratio 20:1) pH adjusted by addition of NH_3_.H_2_O, to pH ~ 8.5 followed by the dropwise addition of 2 mL of silane, N(trimethoxysilylpropyl)ethylenediamine-triacetic acid-trisodium salt (35% in water, Gelest), with stirring. After 12 hours, the reaction mixture was adjusted to pH ~3.5 by addition of HCl and the reaction was allowed to continue to completion (12 hours). The functionalized Fe_3_O_4_ nanoparticles were collected by precipitation with a magnet, resuspended by sonication and washed with deionized H_2_O. To remove ionic and magnetic impurities, this process was repeated until the solution reached pH ~7. Deionized H_2_O (Barnstead nanopure water, resistance >18MΩ∙cm) was used throughout the experiments, and all reactions were occurred under N_2_ atmosphere or in closed containers to protect samples from oxidation.

Synthesized SPIO nanoparticles were imaged by TEM (Zeiss, Libra 120) and SEM (Zeiss Merlin), and the size and zeta potential in water was determined by dynamic light scattering (Brookhaven ZetaPlus analyzer).

Methods used to characterize particles in the aerosol and liquid experimental systems are presented in the corresponding in vivo and in vitro sections, below.

### Cell and tissue SPIO nanoparticle measurement

The cellular content of SPIO nanoparticles in cells (cell culture) and Balb/c lung tissue and feces was measured using a custom-built magnetic particle detector as described previously [11]. The detection system measures iron oxide associated with particles, but not dissolved iron species, which lack the superparamagnetic property required for detection. Serial dilutions of stock nanoparticle suspensions were used to generate a standard curve for SPIO nanoparticle content Standard curves were made in the appropriate biological matrix, for cell culture unexposed cells (Additional file 8A), and for mouse tissues (Additional file 8B). For in vitro studies, the measured cellular content of SPIO nanoparticles was normalized to the number of cells and the surface area of the dish for comparison to approximations of deposited doses in the respiratory tract of Balb/c mice. The total cellular content of SPIO particles was measured directly in one lobe of the lung and scaled by weight to total lung content (the trachea was excluded from analysis of deposited SPIO particles).

### Mouse inhalation exposure

#### General study design

Male Balb/c mice were exposed to aerosolized SPIO nanoparticles using a nano-aerosol generation and inhalation system developed and characterized as described below. Exposure was performed using two groups of 30 male Balb/c mice (60 total). One group of 30 was exposed to aerosolized SPIO nanoparticles and the other served as a sham control, exposed only to the experimental atmosphere [helium-oxygen-humidified air mixture]. Groups of five mice were sacrificed at time 0, 6 hours, 24, 48, 96 hours, and 7 days after exposure. All animal treatments followed protocols approved by The Pacific Northwest National Laboratory institutional animal care and use committee.

#### Aerosol generation and characterization

The SPIO nanoparticle aerosol was generated from the prepared water suspension of carboxylated SPIO (~12.8 nm core diameter) nanoparticles using a custom designed generator (Additional file 9). Pressurized helium (~80 psi) was utilized as a carrier-gas for a single-jet Collision type nebulizer (BGI Inc., Waltham, MA). The SPIO nanoparticle containing aerosol was directed to a specially designed plenum where it was dried and diluted with HEPA filtered air and oxygen. After passing through the mixing-drying plenum, the SPIO nanoparticle aerosol was delivered to the main delivery line supplied with several sampling/monitoring ports. The main delivery line was connected to a 4-tier nose-port exposure carousel (8 nose-ports per tier, 32 total ports for animal exposure and monitoring of exposure parameters (Additional file 9). Each nose-port received ~0.5 L/min for a total of breathing atmosphere therefore processing ~16 L/min through the 32 port carousel.

Aerosol concentration and particle size were monitored in real-time using a Scanning Mobility Particle Sizer (SMPS, TSI Inc, St Paul, MN, US). Spatial uniformity of the nano-aerosol distribution across the nose-only exposure unit was confirmed using SMPS measurements taken at the different nose-ports within and between tiers (Additional file 9). Aerosol was generated for the duration of the 4 hour animal exposure. The temporal stability of the SPIO nanoparticle aerosol exposures was assessed by gravimetric filter analysis, SPMS (CMD, MMD) and Nano Micro Orifice Uniform Deposition Impactor (MMD only, MOUDI (Model 125 B Nano-MOUDI-II, 10 LPM, size range from 10 nm to 10 microns, MSP Corp., Shoreview, MN).

Filter samples were taken each hour of aerosol generation at each of two filter sampling ports at the nose-only terminus. MOUDI data analysis was conducted using house-developed MS-Excel based software that accounts for the effective cut-off diameters (ECD) shift due to the helium-oxygen-air mixture properties. Samples collected on MOUDI stages were also sent for Scanning Electron Microscopy (SEM, Zeiss Merlin) analysis. Temperature and relative humidity of the exposure atmosphere were monitored throughout the exposure period.

#### Acclimation

Mice were housed in solid bottom cages upon arrival to the facility for 1 week prior to the study. Mice were acclimated to the nose only restraint tubes on the two consecutive days (15 minutes, and 30 min respectively) prior to the SPIO nanoparticle exposures.

#### Inhalation exposure

Mice were acclimated to the exposure system for the two days prior to the SPIO exposures. On each day, mice were placed in nose only restraint tubes that fit onto the exposure carousel. Once in the carousel, mice were exposed to a humidified mixture of helium, oxygen, and HEPA-filtered air for ~1 hour on day 1, and 2 hours on Day 2. The following day, mice were exposed to the SPIO nanoparticle aerosol, or a sham control (i.e. just humidified helium-oxygen-HEPA-filtered air atmosphere), for 4 hrs. Atmospheric gas composition for all exposures utilized a helium, oxygen, air mixture with volume fractions of approximately 0.5, 0.125, and 0.375 respectively. Generally, this provided ~20% oxygen (by volume).

##### Respiratory physiology

Prior to inhalation exposure, five mice per treatment group were selected from rodents scheduled for sacrifice after 4 days (see *Sacrifice* schedule below). Each mouse was placed in a plethysmograph that fits on the carousel and base-line respiratory physiology parameters (tidal volume - TV, respiratory rate - RR, minute volume - MV) was measured for 10-min prior to starting exposure. The same mice were monitored for the first 30 minutes of exposure. After 30 minutes of measurements during exposure, mice were placed back into the standard nose-only restraint tubes and exposure was continued. Just prior to the final 30-mins of the 4 hr exposure, the same 5 mice per treatment group were returned to the plethysmograph tubes for final physiology measurements while exposure continued. During the transfer, time off exposure was minimal (less than 1 minute). The data were derived from respiratory flow measurements using whole-body plethysmography [33] and the Buxco Biosystem XA® pulmonary physiology software (Buxco Electronics Inc., Wilmington, NC). Minute volume and the actual exposure concentration were used to estimate total inhaled mass (TIM).

##### Sacrifice

All mice were sacrificed with an overdose of sodium pentobarbital at their assigned post exposure time point, (0 hour, 6 hour, 24 hour, 48 hours, 96 hours, and 168 hours (7 days).

##### Metabolism cages

Mice assigned to the Day seven sacrifice were placed into metabolism cages following SPIO nanoparticle exposure for urine and feces collection. They remained in the metabolism cages for the duration of the study. Feces and urine were collected daily, weighed, and stored frozen at ~-70°C for subsequent analysis. While in the metabolism cages, mice were provided with a certified liquid diet (BIOSERV, AIN-76) rather than pelleted rodent chow to prevent excessive contamination of samples from pelleted feed. Fresh liquid diet was given daily. These mice were acclimated to the liquid diet for ~ three days prior to their placement into the metabolism cages. Testing conducted prior to study indicated that mice readily consumed the liquid diet and maintained a normal weight while on the diet.

#### Histopathology

Following sacrifice by sodium pentobarbital overdose, the lungs were removed, weighed, and the right diaphragmatic lobe was quickly stored in RNAlater for subsequent microarray analysis. The apical lobe was tied off from the tracheal tree and the remaining lobes were weighed and stored frozen for MPD analysis. The apical lobe was inflated with 10% neutral buffered formalin and stored for histopathology analysis. Microscopic evaluation was performed on hematoxylin and eosin (H&E)-stained apical lung lobe tissue sections from five animals from each post-exposure time point sham control group and SPIO nanoparticle exposure group. The severity of macrophage infiltration of the lung was graded based on the extent of involvement of the alveoli, with <10%, or 10-30%, of the alveoli involved containing one or two macrophages representing minimal, or mild, respectively. The severity of inflammation of the lung was also graded based on the extent of involvement of the interstitium, with <10%, or 10-40% of the lung involved, representing minimal, or mild inflammation, respectively.

#### Regional dosimetry modeling

An extension of the Multipath Particle Deposition model (MPPD) for the Balb/c mouse [31] was used in conjunction with measured particle and aerosol characteristics, exposure duration and mouse body weight to calculate the amount of SPIO nanoparticles deposited per surface area of cells in each lung generation. The following parameters were used to simulate the deposited dose: Breathing rate, 317 breaths/minute, tidal volume, 0.24 ml/breath, particle diameter, 68.6 nm (CMD, GSD =1.65), particle density, 5.2 g/cm^3^, concentration 19.9 mg/m^3^, exposure duration 4 hours. The fraction of total SPIO nanoparticles deposited in each lung generation was derived from MPPD output by dividing the predicted deposited mass in each generation by the total mass of SPIO nanoparticles deposited in the lung. The MPPD derived fractional deposition was multiplied by the experimentally measured total deposited mass to determine the regional deposition of SPIO particles. The surface area normalized deposited dose as calculated by dividing the deposited mass in each region by the surface area of the corresponding region. Regional surface areas are provided as supplemental data (Additional file 10). The macrophage dose was calculated by dividing the total deposited dose in each region by the number of macrophages in that region. The total number of alveolar macrophages was 1.25 × 10^6^. Macrophages were distributed in proportion to the number of alveoli in each region. The guiding assumption being that in general, macrophages effectively scavenge the majority of deposited particles in the deep lung, though the efficiency can vary significantly by particle size [20]. The influence of this assumption is addressed in the discussion. Properties of each lung region (e.g. surface area, volume, number of alveoli and the number of macrophages are available as output from the MPPD model [31].

#### Transcriptional profiling

The right diaphragmatic lobe was from 5 mice per group was removed and quickly stored in RNAlater for microarray analysis. Total RNA was extracted from lung tissue (preserved in RNAlater, Invitrogen, Grand Island, NY) using the Qiagen RNeasy Mini kit (Qiagen, Valencia, CA). RNA quality was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara CA). Biotin-labeled cRNA was synthesized and fragmented using Affymetrix 3′ IVT Express reagents for hybridization to Mouse Genome 430 2.0 GeneChips (Affymetrix, Santa Clara, CA). After hybridization, the arrays were washed and stained with streptavidin-phycoerythrin, and then scanned at a resolution of 2.5 μm using an Affymetrix GeneChip Scanner 3000. Quality control parameters were assessed throughout the experimental process to measure the efficiency of transcription, integrity of hybridization, and consistency of qualitative calls. The synthesis and fragmentation of cRNA were assessed using the Agilent 2100 Bioanalyzer. Spike-in control transcripts were monitored to verify hybridization integrity.

The raw data files were normalized using the Robust Multi-Array Analysis [34], and probesets corresponding to significantly regulated genes were identified using GeneSpringGX software (Agilent Technologies, Santa Clara CA) which incorporates multiple testing and Benjamini Hochberg false discovery rate (FDR) correction, as we have done previously [35]. Statistical significance was determined by ANOVA with unequal variance and Tukey’s HSD *post hoc* test at *p* < 0.05 for SPIO exposed groups compared to respective time-matched sham. Hierarchical cluster analysis of microarray data was performed using Multi-Experiment Viewer [36] software based on log2 expression ratio values. Gene set enrichment statistics for “up” and “down” regulated genes were determined using the DAVID bioinformatics web portal [37] with functional annotation clustering at high stringency. Unless otherwise stated, only biological process clusters that passed a p-value of <0.05 and represented at least 5 genes were considered significant. Raw and normalized Affymetrix data files are available online through Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/).

#### Real time quantitative RT-PCR

Expression of individual mRNAs was measured by real-time quantitative RT-PCR (qRT-PCR). Complementary DNA was synthesized from total RNA via reverse transcription using the Quantitect kit (Qiagen, Valencia, CA), which includes reagents for genomic DNA removal. qRT-PCR validation was performed on the same RNA samples used for transcriptomic analysis. To further ensure the specificity of the amplifications, primer pairs (Additional file 11) were designed to span introns except for the genes that had intron-exon structures that did not allow this. PCR reactions were carried out using Power SYBR Green Master Mix reagents according to the manufacturer's instructions (Applied Biosystems, Foster City, CA) in an Applied Biosystems StepOnePlus cycler. Cycle parameters were: enzyme activation for 10 min at 95°C, followed by 45 cycles of denaturation at 95°C for 15 sec and annealing/extension at 60°C for 60 sec. Melting curve analyses were performed in each run. Relative expression was determined using the ΔΔC_T_ method with samples normalized to the expression level of the cyclophilin A transcript, the product of the mouse Ppia gene. All analyses were performed on n = 5 samples.

### Cell culture

#### Particle characterization

A 50 μg/ml stock solution of SPIO nanoparticles in cell culture media was prepared for use in both characterization and cell culture studies. Briefly, 100 μl of a 50 mg/ml stock solution in water was placed in a 50 ml centrifuge tube to which 2 ml of fetal bovine serum was added, and the mixture was vortexed for 20 sec. The final 50 μg/ml stock solution was produced by addition of 17.9 ml of phenol red free RPMI supplemented with 2 mM L-glutamine and Pen-Strep (100 U/ml penicillin, and 0.1 mg/ml streptomycin) followed by brief vortexing (20 sec). Particle size and zeta potential were measured using the ZetaPALS Particle Size Analyzer (Brookhaven Instruments Corp., NY). Particle size and Zeta potential values represent the average of at least five separate runs.

#### Cell isolation and preparation

Stock cell cultures of the C10 mouse alveolar epithelial line were maintained in RPMI medium supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 100 U/ml penicillin, and 0.1 mg/ml streptomycin in a humidified atmosphere of 5% CO_2_-95% air at 37°C.

Primary bone marrow macrophages (BMM) were obtained from bone marrow cells isolated from male C57/BL mice following CO_2_ asphyxiation. Bone marrow cells were flushed from isolated femurs using 5 ml of RPMI 1640 (Invitrogen 11835) + 2 mM L-glutamine (Invitrogen 25030149) + 100U/ml Pen-Strep (Invitrogen 10378016) + 10% fetal bovine serum (Atlanta Biological) using a 25-gauge needle into a 50 mL centrifuge tube on ice. Bone marrow cells were centrifuged, and cultured at 6 × 10^6^ cells on 100 cm^2^ dishes with 10 mL RPMI 1640 supplemented with L-glutamine, Pen-Strep, 10% FBS and 20% conditioned media (see below). Every two days, cells were washed with PBS to remove non-adherent cells and fresh media was added to the dishes. Seven days after isolation, adherent cells representing the BMM enriched population were ready for experimental use.

Conditioned media was used to promote BMM differentiation [38]. L929 fibroblasts were grown to confluence in RPMI 1640 + 10% FBS for seven days after which the supernatant was collected, centrifuged to remove cellular debris, filtered (0.2 μM) and retained. Fresh media was added to the cells and the supernatant collection was repeated 7 days later.. Conditioned media pooled from the collections was kept at -20°C until used in the BMM cell differentiation protocol.

#### Exposure-response

For nanoparticle treatment experiments cells were seeded in 6-well tissue culture treated plates at 1.6 × 10^6^ cells/well and 2.5 × 10^5^ cells/well for BMM and C10 cells respectively, and allowed to attach overnight. Cells were seeded to achieve ~90% confluency at the start of nanoparticle treatment. All treatments were conducted in triplicate.

Immediately before treatments nanoparticle dosing solutions were prepared by serial dilution and brief vortexing of a 50 μg/ml stock solution (see Characterization, above). Dilutions were made in the cell culture media. Old media was removed from cell culture plates and 2.5 mL of nanoparticle solution was added to each well and cells were incubated at 37°C for the duration of the experiment. After four hours of exposure cells were washed 3× with PBS, harvested using 0.25% trypsin, centrifuged and resuspended in 100 μL PBS and cell associated SPIO particle content analyzed using the MPD as described below. Cell viability was measured using alamar Blue reagent (Invitrogen, Carlsbad, CA) and a fluorescence plate reader (Molecular Devices, Spectra Max Gemini XS) exactly as described by the reagent manufacturer. In our laboratory, the alamar blue assay is comparable to the MTT assay with the advantage of not being influenced by interference from nanoparticles [35] and data not shown.

#### Real time quantitative RT-PCR

The methods for primer selection, amplification and analysis are described in the in vivo methods section. The list of primers can be found in Additional file 11.

### ISDD simulation of in vitro SPIO dose-rate and cellular association

The accumulation of SPIO nanoparticles associated with C10 epithelial cells during in vitro exposures was modeled as a function of SPIO nanoparticle delivery rate and a term representing the fraction of particles delivered that remained associated with the cells after washing and harvest. The term represents the fraction of delivered material taken up by the cells and/or remains sufficiently adhered to the cells that it is not removed during washing. The fraction of material delivered to cells that remained associated with cells was fitted to the experimental data, and was time dependent. SPIO nanoparticle delivery to cells was calculated using the In Vitro Sedimentation Diffusion and Dosimetry (ISDD) model [16], as previously described. ISDD is a computational model of particle transport to cells in liquid cell culture systems. ISDD was previously validated for iron oxide particles. The particles, which were agglomerates, were modeled as with a fractal dimension of 2.1 and packing factor 0.637 [16]. The particle diameter was equal to the value reported by TEM (13 nm), and the agglomerate size was the value measured by DLS in the cell culture media (276 nm). The number of particles per agglomerate was calculated according to Sterling as described in Hinderliter et al. [16]. Other model parameters were: temperature, 310°K; media density, 1.0 g/cm^3^; media viscosity, 0.00074 Pa●s (reflecting the presence of serum proteins in the media), and a particle density of 5.2 g/cm^3^. The medial volume was 2.5 ml and the media height was 2.6 mm.

## Additional files

Additional file 1:
**Micrographs.** SEM (a) and TEM (b) images of as produced (Fe_3_O_4_) SPIO particles and a SEM image of the carboxylated SPIO particles. Electron microscopy was used to determine the primary particle size and the crystallinity of the particles. Additional file 2:
**Particle Characteristics.** Average hydrodynamic sizes, polydispersity and zeta potentials of Fe_3_O_4_ nanoparticles in water suspension at pH ~ 7.5 before and after carboxylation. Additional file 3:
**Spatial uniformity of SPIO inhalation exposure across tiers and ports of the carousel.**
Additional file 4:
**Tidal volume of mice prior to and during nanoparticle exposures.**
Additional file 5:
**Respiratory rate of mice prior to and during nanoparticle exposures.**
Additional file 6:
**Minute ventilation rate of mice prior to and during nanoparticle exposures.**
Additional file 7:
**Comparison of mouse and human lung dosimetry for SPIO particles regional deposited mass doses predicted by MPPD were similar for the nano and microscale particles.**
Additional file 8:
**A, B: Standard curves for SPIO nanoparticle content.** Standard curves were made in the appropriate biological matrix, for cell culture unexposed cells (A), and for mouse tissues (B). Additional file 9:
**Custom exposure system for generating SPIO nanoparticles and conducting animal exposures.**
Additional file 10:
**Regional surface areas of the mouse used to calculate deposited doses normalized to lung region surface area.**
Additional file 11:
**Primer sequences for target genes.**

## Abbreviations

ADME: Adsorption, distribution, metabolism and elimination
ANOVA: Analysis of variance
BMM: Bone marrow derived macrophage
CMD: Count median diameter
ECD: Electron capture detector
FDR: False discovery rate
GSD: Geometric standard deviation
HEPA: High efficiency particle air (filter)
ISDD: In vitro sedimentation diffusion and dosimetry model
MMD: Median mass diameter
MOUDI: Micro-orifice uniform deposit impactor
MPD: Magnetic particle detection
MPPD: Multipath particle deposition model
mRNAs: Messenger ribonucleic acid
MV: Minute volume
OP: Oropharyngeal
PCR: Polymerase chain reaction
PEL: Permissible Exposure Limit
OSHA: Occupational Safety and Health Administration
RH: Relative humidity
RNA: Ribonucleic Acid
RR: Respiratory rate
RSD: Root mean square difference
RT-PCR (qRT-PCR): Reverse transcriptase polymerase chain reaction
SEM: Scanning electron microscopy
SMPS: Scanning mobility particle sizer
SPIO: Super paramagnetic iron oxide
TEM: Transmission electron microscopy
TIM: Total inhaled mass
TV: Tidal volume
U.S. EPA: United States Environmental Protection Agency

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4
**Supplement:** Additional file 2: — Particle Characteristics. Average hydrodynamic sizes, polydispersity and zeta potentials of Fe3O4 nanoparticles in water suspension at pH ~ 7.5 before and after carboxylation.

**Additional file 2. Average hydrodynamic sizes, polydispersity and zeta potentials of Fe_3_O_4_ nanoparticles in water suspension at pH~7.5**

| Surface modification | *S*ize *(nm)* ± polydispersity *(%)* | Zeta potential (mV) |
| --- | --- | --- |
| Before | 144.8 ± 26.4 | -20.3 ± 2.8 |
| After | 56.2 ± 18.7 | -41.0 ± 3.7 |

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4
**Supplement:** Additional file 3: — Spatial uniformity of SPIO inhalation exposure across tiers and ports of the carousel.

**Additional file 3. Spatial uniformity of SPIO inhalation exposure across tiers and ports of the carousel.**

.

| **Tier (T) and Port (P) #** | **Aerosol Number Concentration^a^**  **(10^6^ particles/cm^3^)** |
| --- | --- |
| T2, P1 | 7.6 |
| T1, P1 | 8.2 |
| T1, P5 | 8.5 |
| T2, P3 | 8.4 |
| T2, P5 | 8.5 |
| T2, P1 | 8.4 |
| T2, P7 | 9.0 |
| T3, P1 | 8.6 |
| T3, P5 | 9.0 |
| T4, P1 | 8.7 |
| T4, P5 | 8.9 |
| T2, P1 | 9.4 |
| Between Tier Average (SD, RSD) | 8.6 (0.26, 3.1%) |
| Within Tier Average (SD, RSD) | 8.6 (0.28, 3.3%) |
| ^a^Particle numbers have been multiplied by 10^-6^. |  |

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4

**Additional file 4:** Tidal volume (ml/breath) was measured in 5 treated (Top Panel) and 5 control animals (Bottom Panel) for the initial 30 or 10 minutes of exposure and the final 30 minute of the 4 hour exposure using a whole body plethysmograph fitted to the exposure carousel.

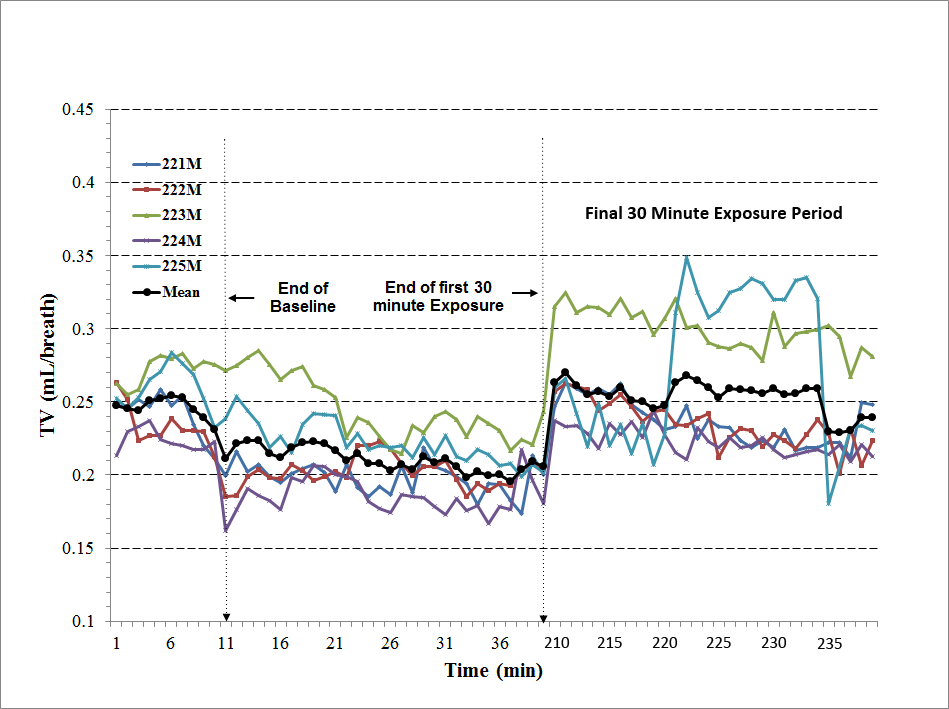

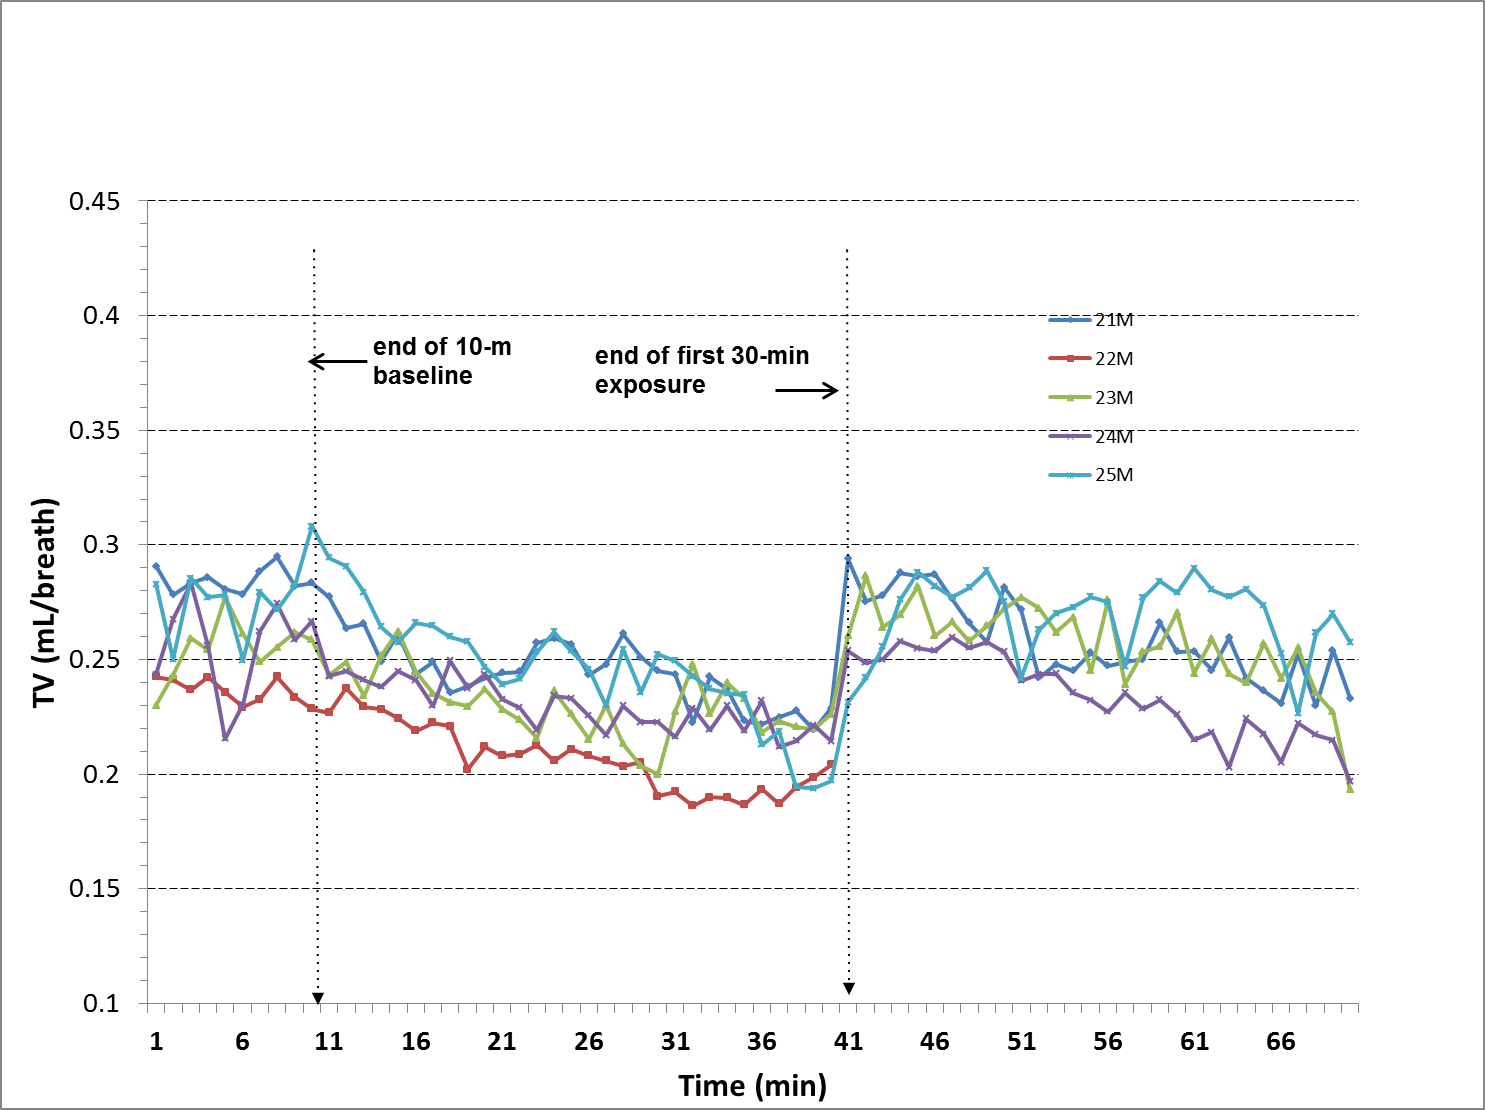

**Supplement:** Additional file 4: — Tidal volume of mice prior to and during nanoparticle exposures.

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4

**Additional file 5**: Respiratory rate was measured in 5 treated (Top Panel) and 5 control animals (Bottom Panel) for the initial 30 or 10 minutes of exposure and the final 30 minute of the 4 hour exposure using a whole body plethysmograph fitted to the exposure carousel.

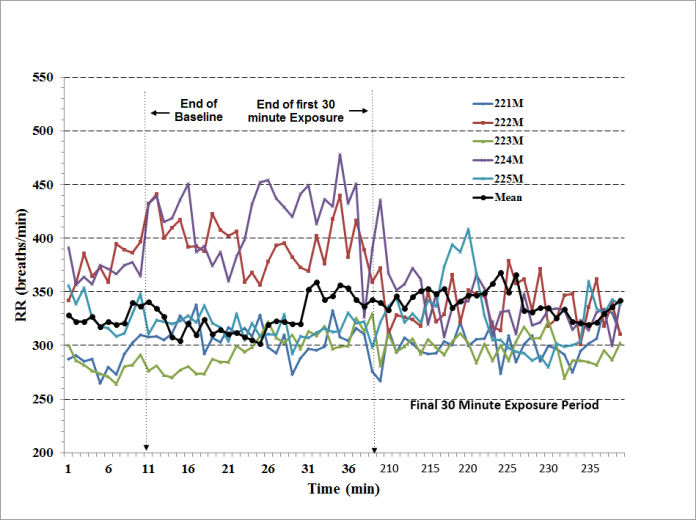

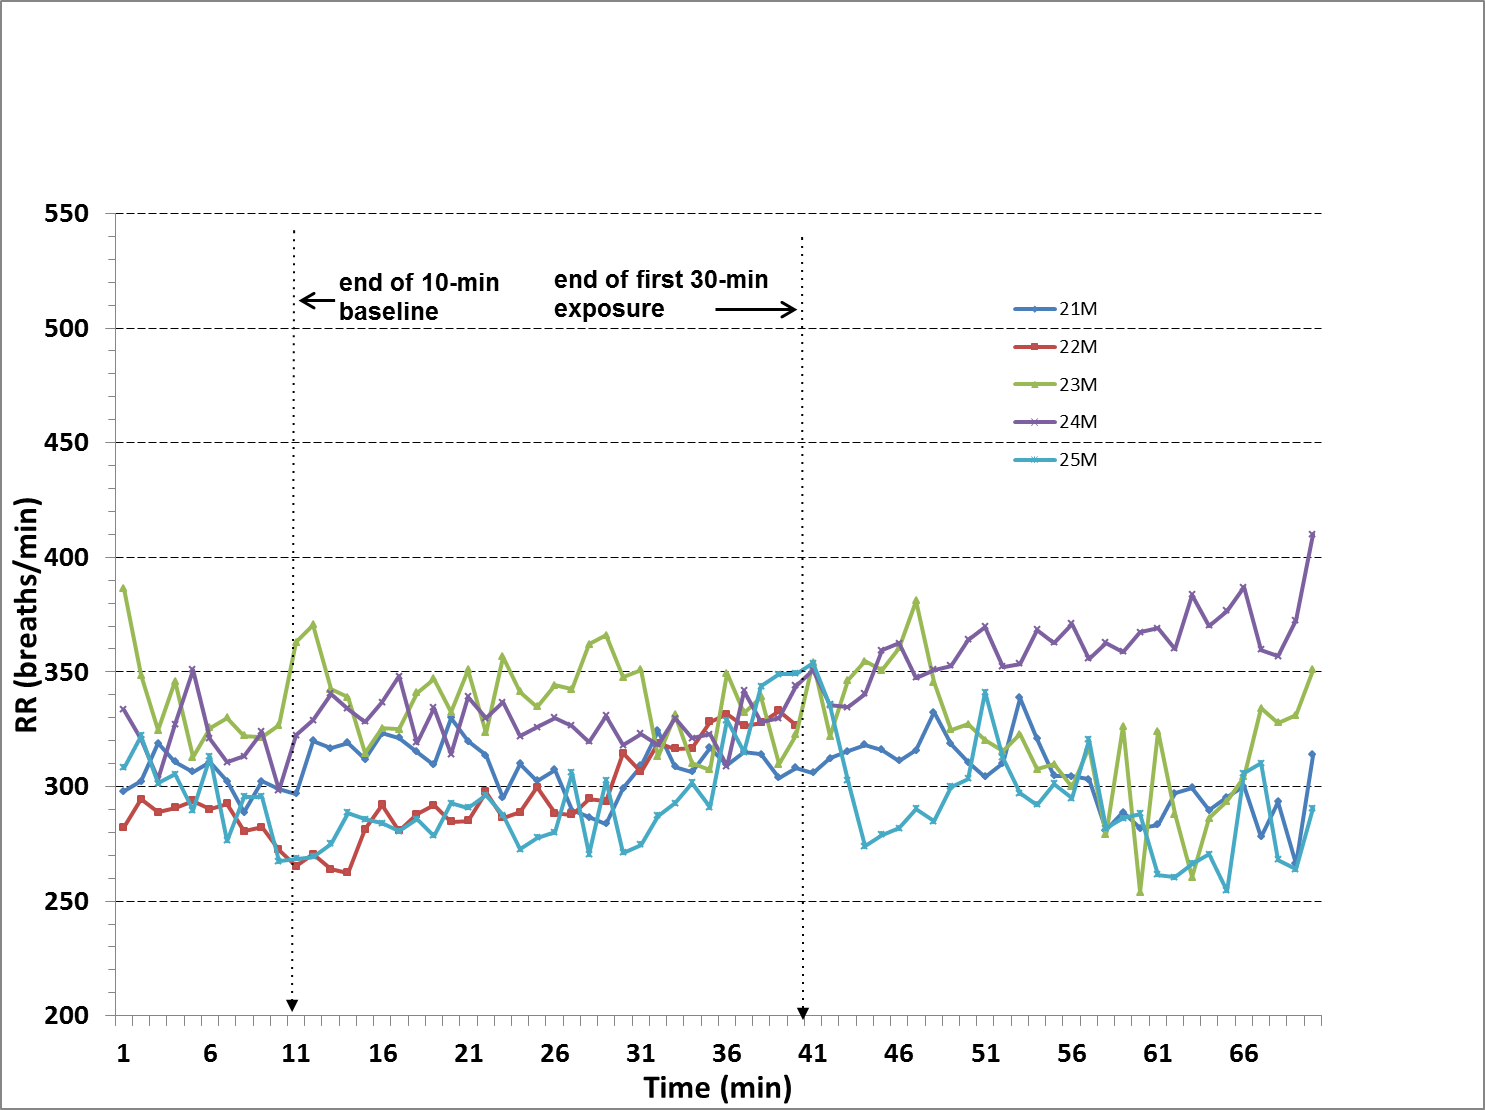

**Supplement:** Additional file 5: — Respiratory rate of mice prior to and during nanoparticle exposures.

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4

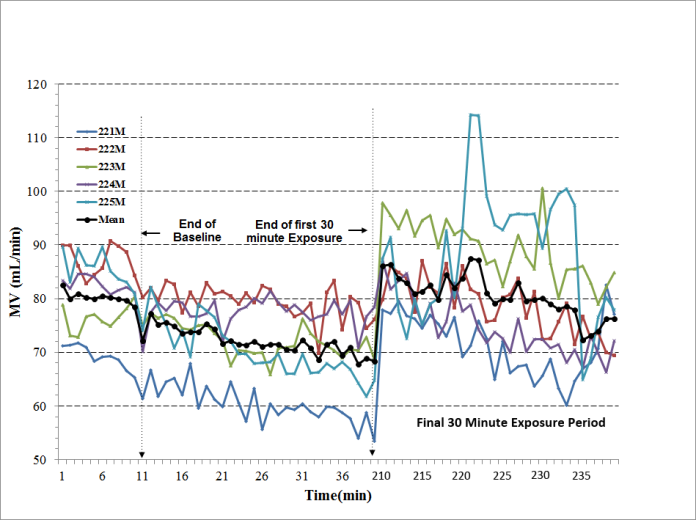
**Additional file 6:** Minute ventilation was measured in 5 treated (Top Panel) and 5 control animals (Bottom Panel) for the initial 30 or 10 minutes of exposure and the final 30 minute of the 4 hour exposure using a whole body plethysmograph fitted to the exposure carousel. The corresponding respiration rates and tidal volumes were also measured (see Additional Data 4 & 5).

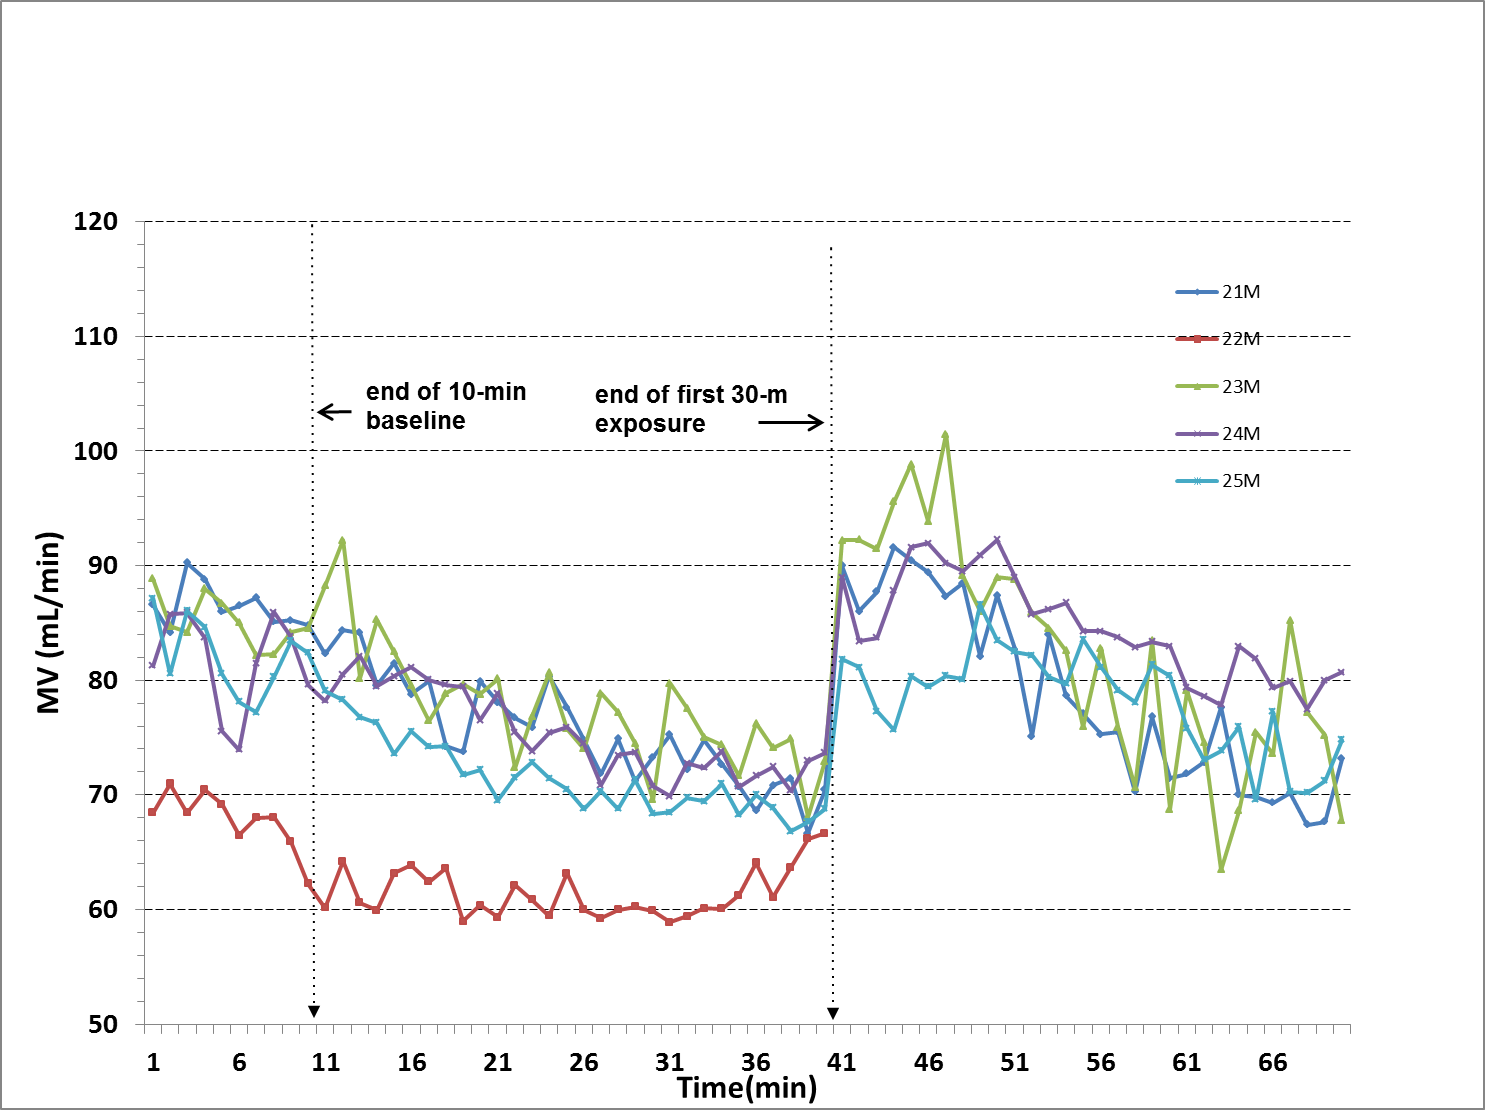

**Supplement:** Additional file 6: — Minute ventilation rate of mice prior to and during nanoparticle exposures.

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4

**Additional file 9:** General Schematics of the SPIO Nano-Aerosol Generation and Nose-Port Inhalation System. Sampling ports at each level of the carousel allowed constant monitoring of aerosol characteristics. A plethesmorgraph was used to measure respiratory parameters.

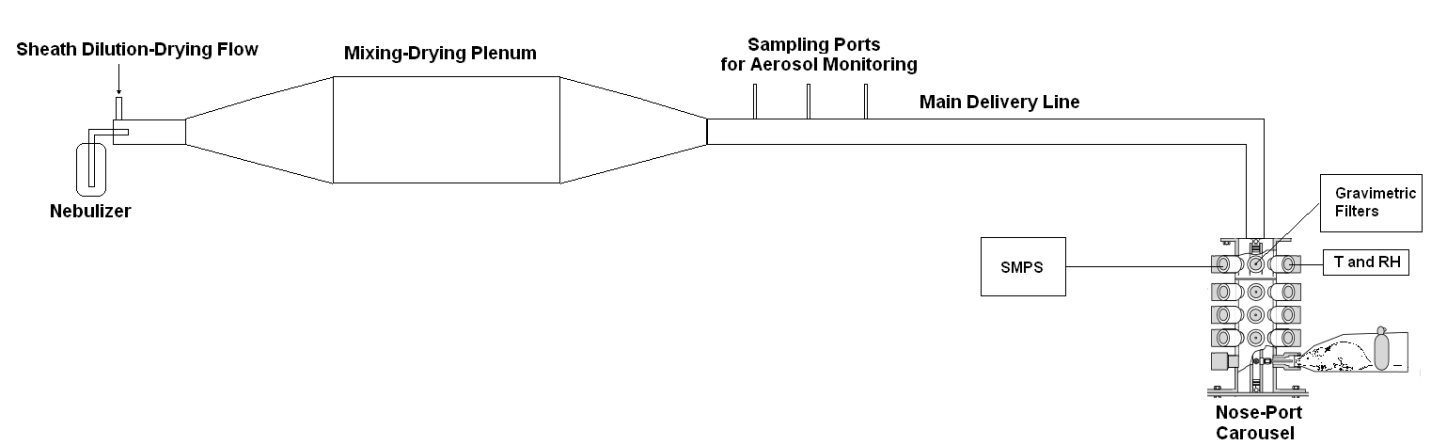

**Supplement:** Additional file 9: — Custom exposure system for generating SPIO nanoparticles and conducting animal exposures.

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4

**Additional file 10:** Regional surface areas of the mouse used to calculate deposited doses normalized to lung region surface area.

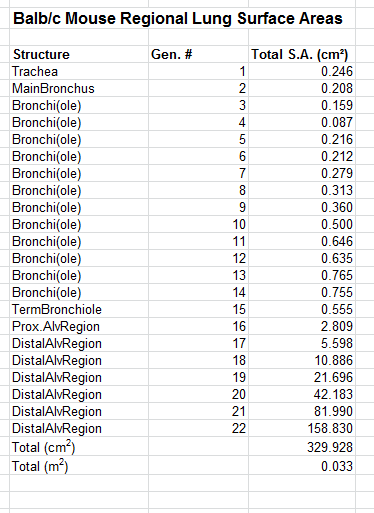

**Supplement:** Additional file 10: — Regional surface areas of the mouse used to calculate deposited doses normalized to lung region surface area.

# Supplementary material for: Comparative iron oxide nanoparticle cellular dosimetry and response in mice by the inhalation and liquid cell culture exposure routes
**Source:** Part Fibre Toxicol. 2014 Sep 30;11:46. doi: 10.1186/s12989-014-0046-4
**Supplement:** Additional file 11: — Primer sequences for target genes.

**Additional file 11**: Primer sequence for genes used in this study

| **Gene name** | **Accession** | **Primer sequences** |
| --- | --- | --- |
| CXCL1 | NM_008176.3 | F: 5’-agactccagccacactccaa-3’  R: 5’-tgacagcgcagctcattg-3’ |
| CXCL2 | NM_009140.2 | F: 5’-aaaatcatccaaaagatactgaacaa-3’  R: 5’-ctttggttcttccgttgagg-3’ |
| CXCL3 | NM_203320.2 | F: 5’-ccccaggcttcagataatca-3’  R: 5’-tctgatttagaatgcaggtcctt-3’ |
| CCL3 | NM_011337.2 | F: 5’-tgcccttgctgttcttctct-3’  R: 5’-gtggaatcttccggctgtag-3’ |
| CXCL5 | NM_009141 | F: 5´ -cctggtccgggatcttgt- 3´  R: 5´ -catgaatggcgagatggaa- 3´ |
| CCL9 | NM_011338 | R: 5´ -accagtggtgggtgtacca- 3´  F: 5´ -catctctgaactctccgatcact- 3´ |
| CCL15 | NM_011339 | F: 5´-tgctcaaggctggtccat- 3´  R: 5´-gacatcgtagctcttgagtgtca- 3´ |
| GDF15 | NM_011819 | F: 5´ -gagctacggggtcgcttc- 3´  R: 5´ -gggaccccaatctcacct- 3´ |
| VNN1 | NM_011704 | F: 5´ -tggttgcgagataccataagc- 3´  R: 5´ -ctccatggggacattgaact- 3´ |

How the deposited data were processed for this re-analysis (not part of the article)

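Gene expression had been measured by the authors in the right diaphragmatic lobe of 60 male Balb/c mice, 5 per group in 12 groups, made up of SPIO nanoparticle exposed mice and sham controls at 0, 6, 24, 48, 96 and 168 h after a 4 h exposure at 19.9 mg/m3. The authors made the deposited log2 values by RMA from Affymetrix mouse genome arrays; the version of RMA is not given in the sources used here. All 60 columns were matched to a mouse group by their labels, with 0 columns left unmatched. The deposited values ran from 2.1 to 15.1, the array medians from 5.53 to 5.64 and the interquartile ranges from 3.7 to 4.18, and arrays correlated with one another at 0.974 or more with no identical columns. With 5 mice per group the standard error of a difference depends on the gene, and it is given beside part of the values.

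Of 45101 probe sets, the 64 controls were left out. Each gene was represented by its probe set with the highest mean over all arrays, among the 34945 probe sets with 1 gene symbol in the platform's annotation, which gave 18193 genes; probe sets with several symbols (932) or none (9160) entered only the alternative with all probe sets. Exposed mice were compared with sham controls of the same time in R 4.3.3 by limma 3.58.1, with 1 linear model over the 12 groups (48 residual degrees of freedom), moderated variances and Benjamini-Hochberg adjustment over all genes, at an adjusted p under 0.05 and with no fold minimum. Standard errors and 95% confidence intervals of single genes come from this fit. Effects at later times were compared with the effect at 0 h as interactions of the same fit. Lists of genes, 44 with at least 3 genes measured in each, were tested by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry. Scores of the genes changed at 0 h were averaged per mouse relative to the sham mean of the same time and compared by a two-sided exact permutation test, adjusted over the 10 tests of later times. Means of lists in 1 group against the other arrays of its arm were tested by permutation with 1e+05 resamples. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

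The comparisons, the lists, the alternatives and the rule for the genes named in the text were set before the data were examined. The rule takes, at each time, the 12 higher and 12 lower genes with the largest log2 fold change among those that passed and whose groups did not overlap, the 6 higher and 6 lower genes with the largest change at 168 h among those that passed at all 6 times, the 4 members of each list with the smallest p at a time, and the chemokines that the paper names or lists as primer targets, with Vnn1. Predicted transcripts were passed over, and probe sets with several genes were not named; 1 further primer target had no probe set with a single gene symbol and is not reported, and the target listed as CCL15 was read as Cxcl15, the gene of its accession. Chosen after the values were seen were the grouping of 14 lists as immune lists, the lists described in the text, the sorting of probe sets into classes, the array-spread covariate, the repeat of the 0 h genes without array 1 of the sham controls, the comparisons of lists with the other arrays of an arm and the single probe sets of Cxcl1, Smarca5, Tmem30a, Cbx6 and P2rx7.

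Alternatives were all probe sets, the mean of a gene's probe sets, a filter keeping genes at a log2 value of at least 6 in at least 5 arrays, quantile normalization of the values again, median-centred arrays, each time point fitted alone, trend and robust moderation, array weights, a replicate block, the methods' test with unequal variances and Tukey's HSD, fold minimums of 1.5 and 2, and leaving out each array in turn. The scripts were tested on simulated data with 200 genes changed at each size: limma called 75% of the genes changed by 0.5 on the log2 scale, 97.5% of those changed by 1 and 99.5% of those changed by 2, and 3.37% of its calls were genes that had not been changed. The methods' test called 42%, 87.5% and 98.5% of them. In the simulated data limma called 0 genes at the times where nothing had been changed. Another split of the real 48 h arrays gave up to 3881 genes, so these shares need not hold for the real arrays. Measurements other than the lung arrays were not among the deposited data and were left out.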

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

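Of the tests in this part, those of sham arrays standing apart at 24 h and 48 h, of monocyte and cell division responses, of the spread of array values as a covariate, of a signal specific to 1 probe set, of RNA preparation, of a constant difference, of a mislabelled sample and of RNA of another tissue were chosen after the result was seen. More genes changed at 24 h and 48 h than at 0 h. Against the other groups of the same arm, the genes that differed were 227 times as many in the 24 h sham controls as in the 24 h exposed mice (5229 and 23). This goes with sham arrays of 24 h standing apart, since 5229 is the largest count, although the sham controls had more at every time. At 48 h the genes that differed were 57.4 times as many (975 and 17), which stays open, since the sham controls had more at each other time as well (1822 and 546 at 0 h, 1396 and 799 at 6 h, 195 and 103 at 96 h, 961 and 32 at 168 h) and 975 is below their 1822 at 0 h. The tests argue against the spread of array values as the whole source at 24 h, where 3266 genes against 1198 at 0 h, 2.73 times as many, were left with that spread as a covariate. Open are the spread of array values at 48 h (1506 against 1198 genes, 1.26 times as many), a monocyte response of the exposed mice at 24 h (0.2 relative to their other arrays, permutation p = 0.18, with -0.49 in the sham controls) and a cell division response at 24 h (-0.04, permutation p = 0.77, with -0.53 in the sham controls) and 48 h (0.18, permutation p = 0.21, with -0.25 in the sham controls), since the other arrays hold later exposed mice, which would share a lasting response, and relative to 0 h and 6 h alone the cell cycle genes were at 0.25 at 24 h (permutation p = 0.018) and 0.43 at 48 h (permutation p = 0.00061). Whether sham mice of those times differed in biology or in handling was not tested, since the paper's text names no exposure day, time of day or batch.

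The 9 genes lower at all 6 times were weighed next. The 10 other probe sets with a mean log2 value of at least 6, from 5 of these genes, had a median log2 fold change of -0.06 against -0.76 for those used, a ratio of 0.0829, but a signal specific to 1 probe set of each gene stays open, since 4 of the 10, from 3 genes, were lower at 1 time or more and 4 of the 9 genes had no other probe set at this level. Residuals of these genes within groups had a median correlation of 0.47, against 0.069 for random sets of genes (95th percentile 0.21), but 138 of 1000 sets of genes lower at 3 to 5 times reached as much (95th percentile 0.56), so that RNA preparation that varies from array to array stays open. A constant difference between the arrays of the arms stays open: 0 of these genes had an effect at a later time that differed from that at 0 h (limma, smallest adjusted p = 0.064). A lasting effect of exposure on these transcripts predicts a steady difference as well and is not told apart from it.

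Array 1 of the 0 h sham controls held liver transcripts and Xist. Its Y-linked genes, at a mean of 7.35 where the other arrays reach 7.97, argue against a mislabelled sample from a female mouse. RNA of another tissue mixed into the sample stays open: 27 of 29 hepatocyte transcripts were highest in this array, but most of them are what drew notice to it, and of the 9 not seen before the list was written 8 were highest (88.9%), short of the 90% set. By limma 0 of the 29 changed at 0 h with or without this array, and 3 had an unadjusted p under 0.05 in each case.

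The groups were also compared over 100 of the ways to split the 10 arrays of a time, the real one among them. As many changed genes as in the real split came in 1 split at 0 h (highest other 394, real 667), 1 at 6 h (115 and 212), 1 at 24 h (2993 and 4356), 4 at 48 h (3881 and 2283), 1 at 96 h (209 and 256) and 2 at 168 h (406 and 398). For the lists that camera called at 0 h it was 8 splits (22 and 20), so that chance is not excluded for their number. At 48 h 3 other splits gave more genes than the real one, 3881 and 2665 with 4 of the 5 exposed arrays together and 2576 with 3 together; at 168 h the 1 other split kept 4 together, and whether such splits are found depends on which 100 are drawn.

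A sample far from the other 4 of its group by Dixon's test was found in 63 of 762 groups tested (8.27%), where chance gives about 38; the log2 values follow, with the range of the other 4 arrays in brackets. In the exposed mice of 0 h, array 3 had Cxcl5 at 6.85 (8.47 to 9.05), Ighv14-2 at 8.39 (7.04 to 7.33); array 4 had Nfkbiz at 9.53 (8.81 to 8.96); array 5 had Ccl9 at 10.3 (9.67 to 9.84), Ephx1 at 10.38 (10.57 to 10.64). In the sham controls of 0 h, array 1 had Ighv14-2 at 6.06 (4.71 to 5), Bank1 at 6.12 (4.45 to 4.87), Coq10b at 9.59 (10.25 to 10.47), Tnfaip3 at 8.32 (8.67 to 8.76), Cd247 at 5.72 (5.38 to 5.46), Ms4a1 at 8.04 (6.06 to 6.54), Alb at 14.02 (5.27 to 6.78), Xist at 11.94 (5.25 to 5.62), the score of the genes higher at 0 h at 0.07 (-0.03 to -0.01); array 2 had Icam1 at 11.29 (11.48 to 11.56); array 4 had Srxn1 at 7.27 (7.4 to 7.45); array 5 had Nrcam at 6.86 (7.37 to 7.51), Dram1 at 11.89 (12.06 to 12.08). In the exposed mice of 6 h, array 1 had Chd4 at 7.94 (9.14 to 9.56), Sntb2 at 6.66 (7.97 to 8.11), Phactr2 at 8.53 (8.87 to 9.01), the interquartile range at 3.83 (4.05 to 4.08); array 3 had Ccl17 at 6.72 (7.49 to 7.66), Ccl9 at 8.87 (9.62 to 9.8), Scd2 at 12.74 (12.45 to 12.53); array 4 had Wdcp at 6.25 (5.78 to 5.9), the mean of the Y-linked genes at 7.16 (7.62 to 7.71), the score of the genes higher at 0 h at 0.18 (0.05 to 0.08). In the sham controls of 6 h, array 2 had Steap3 at 7.72 (7.36 to 7.46); array 4 had Ccl9 at 8.33 (9.25 to 9.6), Mvd at 6.66 (6.9 to 6.98), Scd2 at 12.49 (12.12 to 12.23). In the exposed mice of 24 h, array 1 had Ahsa2 at 10.51 (9.35 to 9.59), Hmox1 at 8.51 (7.93 to 8.08); array 3 had Mki67 at 6.29 (6.82 to 7.03), the mean of the Y-linked genes at 5.6 (7.29 to 7.61); array 5 had Malat1 at 10.24 (13.04 to 13.84). In the sham controls of 24 h, array 1 had Scaf11 at 9.58 (10 to 10.13), Hlf at 8.68 (9.02 to 9.07); array 2 had Cxcl15 at 13.49 (13.22 to 13.29), Steap3 at 8.24 (7.11 to 7.43); array 3 had Malat1 at 13.94 (14.13 to 14.17); array 5 had Cxcl2 at 6.05 (4.92 to 5.2), Hspa1a at 10.49 (11.92 to 12.38), F13a1 at 10.57 (8.4 to 8.93). In the exposed mice of 48 h, array 1 had Cxcl15 at 13.45 (13.14 to 13.2); array 2 had Tcim at 9.26 (9.55 to 9.62); array 3 had Cxcl3 at 3.6 (2.73 to 2.89). In the sham controls of 48 h, array 1 had Nipbl at 9.5 (9.82 to 9.93); array 4 had Cxcl3 at 3.83 (2.72 to 3.01), Prok2 at 3.83 (3.18 to 3.34). In the exposed mice of 96 h, array 3 had Gjc1 at 7.93 (8.83 to 9.15). In the sham controls of 96 h, array 2 had Hsp90aa1 at 12.43 (13.27 to 13.43), Nr4a2 at 8.79 (7.88 to 8.08), Btg2 at 11.4 (10.66 to 10.76), the mean of the Y-linked genes at 6.77 (7.56 to 7.71).

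Of the remaining groups the same test gave these values. In the exposed mice of 168 h, array 2 had Gzma at 8.86 (9.58 to 9.8); array 5 had Alb at 7.29 (5.51 to 6.01). In the sham controls of 168 h, array 1 had Cxcl5 at 5.62 (3.57 to 4.02), Hsp90aa1 at 13.67 (12.81 to 13.03), Nr4a2 at 8.53 (7.73 to 7.91), the mean of the heat shock genes at 11.53 (10.76 to 10.9); array 4 had Golt1a at 3.93 (4.41 to 4.58).

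Differences between times, tested as interactions with limma at an adjusted p under 0.05, were found for 161 genes between 6 h and 0 h, 214 between 24 h and 0 h, 111 between 48 h and 0 h, 4 between 96 h and 0 h and 8 between 168 h and 0 h. The effect on Vnn1 was larger at 6 h than at 0 h by 1.13 on the log2 scale. For Cxcl5 the change since 0 h was -2.98 at 24 h, -3 at 48 h and -3.82 at 96 h, and for Cxcl3 it was -2.24, -2.28, -2.42 and -2.34 at 24, 48, 96 and 168 h.

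Lists outside those the paper discusses passed both camera and fry at an adjusted p under 0.05; their median log2 fold changes are given. They were -0.57 at 0 h, -0.8 at 24 h and -0.71 at 48 h for heat shock genes (adjusted p = 0.1, adjusted p = 0.071 and adjusted p = 0.087 with an estimated correlation), -0.36 at 0 h and -0.07 at 24 h for circadian clock genes (adjusted p = 0.088 and adjusted p = 0.22 with an estimated correlation), -0.14 at 24 h and -0.2 at 48 h for genes of the unfolded protein response (adjusted p = 0.071 and adjusted p = 0.087 with an estimated correlation) and 0.52 at 24 h and 0.55 at 48 h for cell cycle genes (adjusted p = 0.79 and adjusted p = 0.73 with an estimated correlation). They were 0.33 at 24 h for genes of the extracellular matrix (adjusted p = 0.95 with an estimated correlation), -0.48 at 24 h for Y-linked genes and 0.19 at 48 h for genes of lysosomes and phagocytosis (adjusted p = 0.8 with an estimated correlation). At 24 h 5 of 19 circadian clock genes were lower and 1 higher (5 and 1 when adjusted over the list alone; camera adjusted p = 0.0011, and adjusted p = 0.22 with an estimated correlation), and 7 of 23 genes of the extracellular matrix were higher (10 when adjusted over the list alone; camera adjusted p = 0.035, and adjusted p = 0.95 with an estimated correlation), which is not beyond the share of 3691 of all 18193 genes (Fisher's exact test, adjusted p = 0.68). By limma 2 of 3 Y-linked genes were lower at 24 h (2 when adjusted over the list alone; camera adjusted p = 0.021, and adjusted p = 0.43 with an estimated correlation), and 0 without array 3 of the exposed mice, with 0 at an unadjusted p under 0.05.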

How the results depend on the processing

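The array-spread covariate and the repeat with 0 h genes found without sham array 1 were chosen after the data were seen; the cause of each change was not tested unless named. Changed genes at 0, 6, 24, 96 and 168 h numbered 1184, 1021, 7378, 2232 and 1580 over all probe sets, where more was tested. With the mean of probe sets they numbered 368 at 6 h, 820 at 96 h and 671 at 168 h; quantile normalized again, 1148, 489 and 495 at 0, 6 and 96 h; with array weights, 1527, 847, 4948, 546 and 763 at 0, 6, 48, 96 and 168 h. With each time point fitted alone, which leaves fewer arrays, they were 138, 98, 2420, 1021, 96 and 57; by the methods' test, 2103 at 24 h and 1257 at 48 h. With the array-spread covariate they were 1198, 537, 1506, 528 and 191 at 0, 6, 48, 96 and 168 h. A 1.5-fold minimum left 177, 75, 528, 253, 112 and 121, and a 2-fold minimum 44, 25, 69, 25, 26 and 28. The percent lower at 0 h was 48.1 over all probe sets, 38.6 with the mean of probe sets, 20.3 quantile normalized again, 25.4 for 0 h alone, 26.8 by the methods' test, 18.4 with the covariate, and 35.6 and 34.1 with the fold minimums.

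The score of the higher genes at 168 h passed over all probe sets (0.17), quantile normalized again (0.165), median-centred (0.16) and by the methods' test (0.171), and at 48 h it lost its call with the fold minimums (0.242 and 0.157). The score of the lower genes at 6 h was -0.338 over all probe sets, reversed, and at 48 h it lost its call with the low-intensity filter (-0.182), array weights (-0.08) and the 0 h genes found without sham array 1 (-0.094). Genes whose effect differed from that at 0 h numbered 272 at 6 h, 429 at 24 h and 192 at 48 h with the filter, which kept 11899 genes, 278 and 71 at 6 h and 24 h quantile normalized again, 68 and 64 at 24 h and 48 h with the mean of probe sets, and 104 at 24 h over all probe sets. With an estimated correlation 0 lists were called at 0 h by camera. With the mean of probe sets Txnrd1 at 0 h (-0.15) and Axl at 48 h (-0.01) reversed.

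The replicate block, with replicate numbers that no label ties to a shared animal, litter or day, gave 322 genes at 0 h and 253 at 168 h, and 56, 44 and 33 interactions at 6, 24 and 48 h. Of 30 pairs of equal number 7 deviated together at a correlation over 0.1 (-0.508 to 0.466) and in 4 the own number was the best match, so the arrays were not treated as paired.

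Leaving out 1 array gave 290 to 782 genes at 0 h, 98 to 291 at 6 h, 3099 to 4786 at 24 h, 1485 to 3021 at 48 h, 81 to 337 at 96 h and 100 to 665 at 168 h, and 21.9 to 39.3% lower at 0 h. Scores of the higher genes ran from 0.053 to 0.125 at 6 h, 0.291 to 0.367 at 24 h, 0.196 to 0.261 at 48 h, 0.172 to 0.226 at 96 h and 0.098 to 0.193 at 168 h, and those of the lower genes from -0.009 to 0.057 at 6 h, -0.292 to -0.236 at 24 h, -0.24 to -0.153 at 48 h, -0.263 to -0.209 at 96 h and -0.308 to -0.229 at 168 h. Lists called at 0 h ran from 14 to 24 and chemokine calls from 13 to 14. Of 269 called values of named genes, 74 lost the call without some array, and of 70 without a call 7 gained one; 75 lost it with the time point alone, 43 with the mean of probe sets, 23 by the methods' test, 23 with the block and at most 6 in each other setting, while the filter gave no value for those it left out (251 kept theirs). The files hold no background values, so that signal over background was not measured.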

Differences from the paper's values

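For Cxcl1 the fold change on the arrays was 3.64 at 0 h and 5.21 at 6 h, while the paper's microarray bars are at about 1.7 at 0 h and about 1.8 at 6 h in Fig. 6, read by eye. Of the alternatives set before the data were examined, the mean of probe sets (2.87) and array weights (2.97) lie within 1 replicate SD (1.57) of the figure's value at 0 h, though still over 1.5 times it; the others lie beyond, and at 6 h all do. The probe set with the lowest mean of the 3 Cxcl1 probe sets, chosen after the values were seen, gave 1.7 at 0 h and 1.83 at 6 h (limma adjusted p = 0.023 and 0.0067), which reaches the figure, and drops none of the calls; the third gave 3.8 and 5.91 (adjusted p = 0.00085 and 2.7e-06). For Cxcl5 at 0 h the paper's qRT-PCR bar is at about 0.6 in Fig. 6, read by eye, and the array value is 10.1; all alternatives set before differ as well, and qRT-PCR and arrays are different assays.

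The paper's count of genes at 0 h was made with GeneSpring at the methods' p of 0.05, and 667 genes from limma at an adjusted p under 0.05 are within 1.5 times of it; the methods' test as built here gave 508, which is not. The paper's methods speak of probesets and its text of genes, so the unit of its count is uncertain; over all probe sets limma gave 1184, also within 1.5 times. The paper states that lower expression prevails in the clustered genes. Here there were 6432 higher and 1740 lower calls over the 6 times, with 30.3% lower at 0 h. Over all probe sets these were 8938 and 7769 (46.5% lower), with 48.1% lower at 0 h. Of the 6432 and 1740 calls, 3691 and 665 were at 24 h and 1940 and 343 at 48 h. At 24 h the counts go with sham arrays standing apart, and at 48 h this stays open. The sum counts each gene at each time, while the paper describes clustered transcripts, so the measures differ. Lower genes were the majority at 96 h (62.9%) and 168 h (74.1%). At 6 h they were so over all probe sets (72.8%), with the mean of probe sets (60.3%) and with a 1.5-fold minimum (46 of 75). At 96 h and 168 h they were not the majority quantile normalized again (43.8% and 46.2%) or with the array-spread covariate (34.1% and 46.1%), nor at 96 h with median-centred arrays (43%). With 1 probe set per gene, the paper's statement of a strong response through 6 h and a decline thereafter stands against 212 genes at 6 h and 4356 at 24 h, the largest count, and against a score of 0.088 at 6 h for the genes higher at 0 h. The counts take all genes that passed at a time, while the paper reads a clustering of changed genes, so they are another measure. With a 2-fold minimum they were 44, 25, 69, 25, 26 and 28 at 0, 6, 24, 48, 96 and 168 h. Over all probe sets 1184 changed at 0 h and 1021 at 6 h, which goes with a response through 6 h. The 7378 at 24 h were again the largest count. The score of the genes lower at 0 h was 0.015 at 6 h, and -0.338 over all probe sets (adjusted p = 0.0113), and at 24 h 5229 genes set the sham controls apart from their own arm, against 23 in the exposed mice. The chemokines Cxcl5, Cxcl3, Cxcl1 and Cxcl2 were changed at 0 h and 6 h and not later.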

Other observations

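The lists and genes of this part were chosen after their values were seen, from lists set before. Genes of iron handling changed in both directions after the exposure. At 6 h Steap4, a ferrireductase, was higher by a log2 fold change of 0.93 (standard error 0.18, adjusted p = 0.0024 from limma), and 3 of 23 genes of the list were higher and 1 lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.18, and adjusted p = 0.83 with an estimated correlation). At 24 h 4 were higher and 3 lower (4 and 3 when adjusted over the list alone, camera adjusted p = 0.67, and adjusted p = 0.95 with an estimated correlation). Slc11a1, the metal transporter of phagosomes, was at 0.58 (adjusted p = 0.00087), the ferrireductase Steap3 at -0.84 (adjusted p = 0.00097) and Aco1, the iron regulatory protein, at -0.81 (adjusted p = 0.0045). Hmox1, higher at 0 h and 6 h, was at -0.68 (adjusted p = 0.0046), with a mean log2 value of 8.77 ± 0.54 (SD, n = 5) in the sham controls and 8.09 ± 0.24 in the exposed mice. The sham means of Hmox1 had been 8.03 at 0 h and 7.85 at 6 h, near that of the 24 h exposed mice. At 48 h Slc11a1 was at 0.56 (adjusted p = 0.003), and 3 genes of the list were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.88, and adjusted p = 1 with an estimated correlation). Itih4, an acute phase protein, rose at 6 h by 1.09 (standard error 0.17, adjusted p = 4.7e-05).

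Genes of lysosomes and phagocytosis were higher at 48 h in 6 of 22 and lower in 1 (13 and 1 when adjusted over the list alone; Fisher's exact test against all genes, adjusted p = 0.35; camera adjusted p = 0.0021, and adjusted p = 0.8 with an estimated correlation), among them Gpnmb at 0.76 (standard error 0.13, adjusted p = 0.00015 from limma), the calcium channel Mcoln1 at 0.44 (adjusted p = 0.00092) and the protease Ctsd at 0.38 (adjusted p = 0.0024). Genes of the unfolded protein response fell in 4 of 17 at 24 h and 6 of 17 at 48 h (4 and 6 when adjusted over the list alone), with camera adjusted p values of 7e-05 and 0.00012 (adjusted p = 0.071 and adjusted p = 0.087 with an estimated correlation). Dnajb9, a chaperone of the endoplasmic reticulum, was at -0.59 at 24 h (adjusted p = 8.8e-06) and -0.46 at 48 h (adjusted p = 0.00045). Interferon response genes fell at 48 h in 4 of 24 (5 when adjusted over the list alone; camera adjusted p = 0.00083, and adjusted p = 0.8 with an estimated correlation), with Stat2, a transcription factor of the interferon response, at -0.52 (adjusted p = 0.01). At 24 h 9 of 24 were higher and 1 lower (10 and 2 when adjusted over the list alone; camera adjusted p = 0.073, and adjusted p = 0.95 with an estimated correlation), where 3691 of all 18193 genes were higher (Fisher's exact test, adjusted p = 0.35). Saa3, an acute phase protein, was higher at 48 h by 1.93 (standard error 0.44, adjusted p = 0.0024), and Wfdc21 by 2.05 (standard error 0.39, adjusted p = 0.00046). Cxcl15, a chemokine of the airway epithelium, fell at 48 h with a log2 fold change of -0.32 (adjusted p = 0.0099).

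Over all probe sets, 133 were lower at all 6 times and 3 higher. Of those lower, 8 stood for their gene (0.044% of such probe sets), 113 were another probe set of a named gene (0.67%) and 12 had several genes or none (0.12%).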
